# Fetal-Adult Cardiac Transcriptome Analysis in Rats with Contrasting Left Ventricular Mass Reveals New Candidates for Cardiac Hypertrophy

**DOI:** 10.1371/journal.pone.0116807

**Published:** 2015-02-03

**Authors:** Katja Grabowski, Mona Riemenschneider, Leonard Schulte, Anika Witten, Angela Schulz, Monika Stoll, Reinhold Kreutz

## Abstract

Reactivation of fetal gene expression patterns has been implicated in common cardiac diseases in adult life including left ventricular (LV) hypertrophy (LVH) in arterial hypertension. Thus, increased wall stress and neurohumoral activation are discussed to induce the return to expression of fetal genes after birth in LVH. We therefore aimed to identify novel potential candidates for LVH by analyzing fetal-adult cardiac gene expression in a genetic rat model of hypertension, i.e. the stroke-prone spontaneously hypertensive rat (SHRSP). To this end we performed genome-wide transcriptome analysis in SHRSP to identify differences in expression patterns between day 20 of fetal development (E20) and adult animals in week 14 in comparison to a normotensive rat strain with contrasting low LV mass, i.e. Fischer (F344). 15232 probes were detected as expressed in LV tissue obtained from rats at E20 and week 14 (p < 0.05) and subsequently screened for differential expression. We identified 24 genes with SHRSP specific up-regulation and 21 genes with down-regulation as compared to F344. Further bioinformatic analysis presented Efcab6 as a new candidate for LVH that showed only in the hypertensive SHRSP rat differential expression during development (logFC = 2.41, p < 0.001) and was significantly higher expressed in adult SHRSP rats compared with adult F344 (+ 76%) and adult normotensive Wistar-Kyoto rats (+ 82%). Thus, it represents an interesting new target for further functional analyses and the elucidation of mechanisms leading to LVH. Here we report a new approach to identify candidate genes for cardiac hypertrophy by combining the analysis of gene expression differences between strains with a contrasting cardiac phenotype with a comparison of fetal-adult cardiac expression patterns.

## Introduction

Left ventricular (LV) hypertrophy (LVH) is a major sign of cardiac adaption to high blood pressure and the most common cause of cardiac hypertrophy [1]. Due to the high prevalence of arterial hypertension, LVH will soon become the most common risk factor for cardiac failure worldwide [2].

However, independent of blood pressure, LVH alone profoundly affects morbidity and mortality from cardiovascular diseases [3–5]. It is still poorly understood why only one part of hypertensive patients develop LVH over time. Family and population studies demonstrated that LV mass variation is clearly influenced by genetic factors [6,7]. This is also supported by genetic analysis of inbred rat models, including hypertensive rat strains [8,9].

Reactivation of fetal gene expression patterns has been demonstrated to play a crucial role in common cardiac diseases in adult life including LVH [10]. Thus, increased wall stress and neurohumoral activation are discussed to induce the return to expression of fetal genes after birth in LVH [11]. The switch from adult α-myosin heavy chain (MHC) isoform to fetal β-MHC isoform is a well-known process during cardiac hypertrophy [12]. Reinducing glucose metabolism under low oxygen supply in hypertrophied hearts is a further example for cardiac adaption processes [13,14].

In the presented work we aimed to test whether fetal gene expression programs are linked to the genetic predisposition to LVH. We performed genome-wide gene expression analysis in a genetic rat model of LVH, i.e. the stroke-prone spontaneously hypertensive rat (SHRSP), and in the normotensive rat strain Fischer (F344). SHRSP is a well-established model of polygenetic hypertension and hypertensive organ damage, including LVH. F344 was chosen as an inbred normotensive contrasting rat strain to SHRSP, because F344 exhibit a significantly lower cardiac mass compared to the historical comparator, i.e. Wistar-Kyoto rats (WKY) [15] and might be therefore more informative in comparison to SHRSP than WKY. In addition, F344 is recommended by the National Institute on Aging and the National Centre for Toxicological Research in the US as a reference strain in aging studies including cardiovascular investigations [16]. Consequently, F344 was used as comparative strain for an earlier genetic quantitative trait linkage (QTL)-mapping study in a complementary project [17]. Based on their contrasting phenotype we tested the hypothesis that the fetal expression patterns between day 20 of development (E20) and week 14 in adult animals show differences between SHRSP and F344. By using this novel approach we aimed to identify potential candidates that are involved in the development of LVH.

## Methods

### Animals

All rats were obtained from our colonies at the Forschungseinrichtung für experimentelle Medizin (FEM), Charité—Universitätsmedizin, Berlin. SHRSP rats and WKY rats from these colonies were previously described [18,19] and breeder pairs of F344 rats were obtained from Charles River (Charles River Laboratories International, Inc.) to establish a new colony at our facility. The total number of male animals studied were for SHRSP E20 n = 7, week 14 n = 8, for F344 E20 n = 8, week 14 n = 8, and for WKY E20 n = 8, week 14 n = 17. Rats were grouped under a 12:12h light/dark cycle using an automated light switching device and climate-controlled conditions at 22°C. Adult rats at week 14 and maternal animals were fed a normal-salt diet (0.2% NaCl). All animal experiments were approved by the government committee in accordance with national animal protection guidelines (Landesamt für Gesundheit und Soziales (LAGeSo) Berlin, Germany).

At week 14 of age animals were weighed and sacrificed under a ketamine (Ketanest S, Pfizer, Karlsruhe, Germany)/xylazine (Rompun, Bayer, Leverkusen, Germany) anaesthesia (87 mg/kg and 13 mg/kg body weight, respectively).

Fetuses on stage E20 were dissected from the uterus and immediately killed by decapitation. Maternal animals were anesthetized by inhalation of isoflurane (Abbott, Wiesbaden, Germany) and sacrificed by removing the heart.

### Phenotyping

Systolic blood pressure (SBP) was measured at week 14 in conscious animals by the tail-cuff method, which has been previously validated and reported [20]. In brief, two training periods were performed on two separate days. Subsequently, the final blood pressure measurements were recorded on three consecutive days. Due to three sets of two measurements at each session, the individual blood pressure phenotype was based on a maximum of 18 measurements for each rat. A minimum of 12 measurements was required for inclusion in the analysis, which was achieved in all animals.

For determination of cardiac hypertrophy the hearts at week 14 were arrested in diastole by rinsing in 1 M KCl and subsequently carefully blotted dry. The atria were trimmed away and the mass of the whole heart was determined by weighting to the nearest milligram. Removed hearts of E20 animals were rinsed in 1 M KCL and dissected by removing the atria. Hearts were weighted in total to the nearest milligram. In adult hearts LV was separated from septum and right ventricle for RNA isolation. Both ventricles were used for RNA isolation in E20 rats.

### RNA extraction and cDNA synthesis

RNA was isolated from the free wall LV with a trizol assay (TRIzol, Invitrogen Life Technologies) in week 14. Atria free hearts in state E20 were processed with RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. The quality and concentration of the purified total RNA were confirmed by spectroscopy (Nanodrop ND-1000 spectrophotometer; Thermo Fisher Scientific, Waltham, Massachusetts, USA)

First-strand cDNA synthesis was carried out on 2μg of total RNA in a 20μl reaction using the First Strand cDNA Synthesis Kit (Fermentas Life Sciences, St Leon-Rot, Germany) following the manufacturer’s recommendations.

### Microarray analysis

Microarray analysis was performed in SHRSP and F344 samples in individual samples, thus no pooled data were analyzed. For gene expression profiling Illumina RatRef-12 Expression BeadChip with 22523 probes per array was used. Biotinylated, amplified RNA for direct hybridization was generated using the Illumina TotalPrep RNA Amplification Kit (Life Technologies) according to the manufacturer’s instructions. Raw data pre-processing was executed with Genome Studio (Illumina, Version 1.9.0) creating the probe and control profile and the sample information file for further analyses in R (R Core Team. R: A Language and Environment for Statistical Computing. 2013) Quality control and ongoing data processing was performed with package 'lumi' [21]. A log2-transformation and quantile normalization was applied to the data. For differential expression analysis we used the adequately supplied methods from package 'limma' [22]. T-statistics and log-odds of differential expression with empirical Bayes were computed and adjusted with Benjamini & Hochberg. Microarray data is deposited in the Gene Expression Omnibus and available under accession number GSE53512. For functional annotation Gene Ontology Categories [23] were used. Pathways are annotated corresponding to the Kyoto Encyclopedia of Genes and Genomes (KEGG) [24].

### mRNA expression analysis

To quantify mRNA expression of atrial natriuretic peptide (Nppa), potassium voltage-gated channel, Isk-related family, member 1 (Kcne1), EF-hand calcium binding domain 6 (Efcab6), cytoplasmic epoxide hydrolase 2 (Ephx2), caspase recruitment domain family, member 9 (Card9), and defensin beta 1 (Defb1) in heart tissue, we used the quantitative Real time PCR (qPCR) method. Appropriate custom-made primers were designed with the Primer Express software and obtained by TIB Molbiol (Berlin, Germany). Oligonucleotide sequences are presented in S1 Table. The ABI PRISM 7000 SDS instrument and the Power Sybr Green PCR Master Mix (Applied Biosystems, Darmstadt, Germany) were used to perform the assays according to manufacturer’s recommendations. Relative quantification was done using the ΔΔ-ct method. Every sample was measured in triplicate. To normalize our expression data, we used hypoxanthine guanine phosphoribosyl transferase (HPRT) as a house-keeping gene.

### Statistical analysis

All data were summarized as means ± SD and differences between strains were analyzed by student’s T-Test and ANOVA with post-hoc Bonferroni adjustments if not stated otherwise. Differences were considered significant at the level of p < 0.05.

## Results

### Phenotype

SHRSP showed significantly higher SBP values at week 14 compared to F344 as expected (Fig. 1, panel A). Relative heart weight measurements confirmed significant differences between the three rat strains SHRSP, WKY and F344 at week 14. In state E20 heart weight values were not significantly different (Fig. 1, panel B).

**Fig 1:**
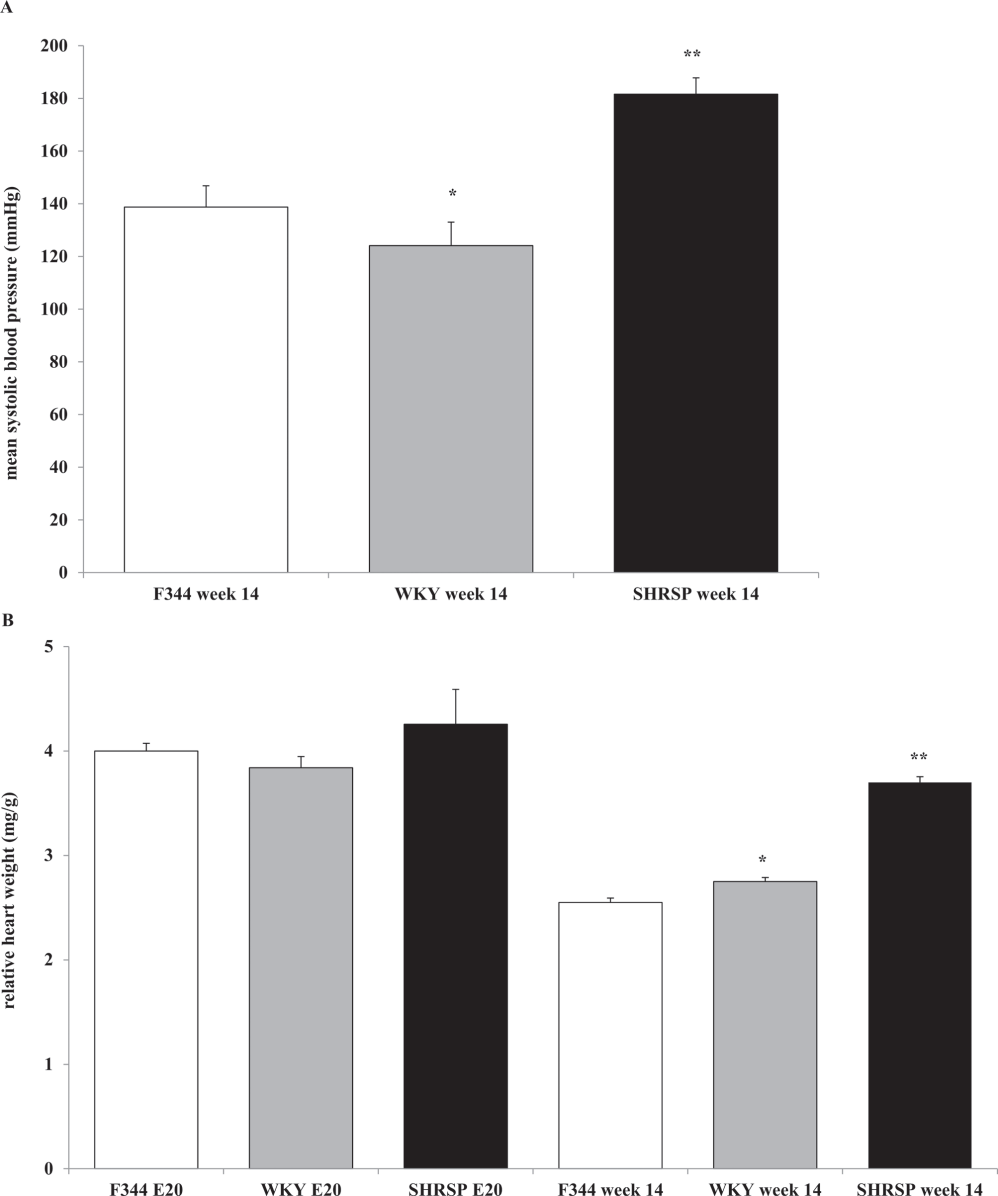
Mean systolic blood pressure and relative heart weight. Comparison of mean systolic blood pressure (panel A) and relative heart weight (panel B) between F344 strain (white bars, E20 n = 8, week 14 n = 8), WKY strain (grey bars, E20 n = 5, week 14 n = 17) and SHRSP (black bars, E20 n = 7, week 14 n = 1) at state E20 and at week 14, respectively. Values are means ± SD, * p < 0.05 vs. F344 at week 14, ** p < 0.05 vs. F344 and WKY at week 14, respectively.

### Regulation of fetal genes

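The stroke-prone spontaneously hypertensive rat (SHRSP) is an inbred strain that develops high blood pressure and left ventricular hypertrophy, and F344 is an inbred normotensive strain. Heart RNA of both strains was measured on Illumina RatRef-12 BeadChips, single-colour arrays with 22523 probes, at day 20 of fetal development (E20) and at week 14. The values come from 26 arrays, 7 of F344 at E20, 8 of F344 at week 14, 4 of SHRSP at E20 and 7 of SHRSP at week 14, and the methods state that individual samples were measured. According to the methods, RNA came from both ventricles without atria with an RNeasy kit at E20 and from the free wall of the left ventricle with TRIzol at week 14, whereas the sample labels name TRIzol for every sample and the whole heart for E20. Stage, tissue and, by the methods, extraction kit changed together, so they cannot be told apart in a comparison of E20 with week 14. The authors read the arrays in GenomeStudio, left out arrays in quality control, log2-transformed the intensities and quantile-normalized them over the arrays. These log2 values run from 6.64 to 15.53 with a median of 7.16, so many probes lie near the lower end, where background signal makes a fold change understate the difference in RNA.

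From these values, limma was fitted with 1 mean per group over all 26 arrays, and p-values were adjusted over all probes with the method of Benjamini & Hochberg. A probe was called at a log2 fold change above 1.5 or below -1.5 with an adjusted p under 0.05, as in the paper. Members of gene lists, which were fixed before the data were examined, were judged by the adjusted p alone, and each list was tested with camera of limma. Development was computed as E20 minus week 14, so that a negative value is lower at E20. Whether development differed between the strains was tested as the interaction of strain and stage. Of the probes, 13793 carry 1 gene name in the annotation used here and 8730 are unnamed here and are given by their probe ID. The number of arrays limits the precision, above all the 4 of SHRSP at E20.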

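Slc2a4 (Glut4), the insulin-regulated glucose transporter of muscle, and Pdk4 and Pdk2, kinases that inhibit pyruvate dehydrogenase, were lower at E20 than at week 14 in both strains. Pdk4 had the largest of the 3 differences, a log2 fold change of -3.24 in SHRSP (standard error 0.27, adjusted p = 1.15e-10 from limma) and -3.23 in F344 (standard error 0.22, adjusted p = 2.09e-12). Its mean log2 intensity at E20, 7.44 ± 0.05 (SD, n = 4) in SHRSP and 7.43 ± 0.07 (SD, n = 7) in F344, was close to the lower end of the scale, against 10.68 ± 0.63 (SD, n = 7) and 10.66 ± 0.54 (SD, n = 8) at week 14. For Slc2a4 the difference was -2.02 in SHRSP (standard error 0.13, adjusted p = 5.05e-13) and -2.31 in F344 (standard error 0.10, adjusted p = 3.72e-16), and for Pdk2 it was -1.84 (standard error 0.10) and -1.73 (standard error 0.09). The strains did not differ detectably in the development of Slc2a4 (interaction 0.30, adjusted p = 0.516).

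Genes of fatty acid oxidation were lower at E20 as well. Of 29 measured genes of the list, 25 were lower, 1 was higher and 3 did not pass the test in SHRSP (28 lower and 1 higher when adjusted over the list alone), and 27 were lower, 1 higher and 1 did not pass in F344 (27 and 1 when adjusted over the list alone). Acaa2, the last enzyme of mitochondrial beta-oxidation, differed by -2.71 in SHRSP and -2.34 in F344, and the acyl-CoA dehydrogenase Acadm by -2.22 and -1.92. The member that was higher in both strains was Ppargc1a, a coactivator of mitochondrial genes, at 0.15 and 0.14, named after its values were seen, and no member was higher in SHRSP without any 1 of SHRSP E20 replicates 1 and 4. As a list, these genes were lower with an adjusted p of 3.02e-19 in SHRSP and 3.04e-18 in F344 from camera of limma. Among 18 genes of glycolysis, 8 were higher, 6 lower and 4 did not pass in SHRSP (9 higher and 6 lower when adjusted over the list alone), and 9 were higher, 6 lower and 3 did not pass in F344 (9 and 6 when adjusted over the list alone). Pfkp, a phosphofructokinase, was higher at E20 by 2.22 in SHRSP and 2.41 in F344, and Pgam2, the muscle form of phosphoglycerate mutase, had -2.65 and -2.84. The glycolysis list did not pass in SHRSP (adjusted p = 0.411) or F344 (adjusted p = 0.418).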

Glucose transporter 4 (Glut4), Pyruvate dehydrogenase kinase 4 (Pdk4) and 2 (Pdk2) as known regulated fetal genes in development showed the expected expression changes during development between E20 and week 14 in SHRSP as well as in F344 in microarray analysis (logFC > |1.5|, p < 0.05). 

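Acta1, the skeletal isoform of alpha actin, fell between E20 and week 14 in F344, while Mlycd, which degrades malonyl-CoA and thereby releases fatty acid oxidation, rose over the same time in both strains. In F344 the log2 intensity of Acta1 was 14.82 ± 0.12 (SD, n = 7) at E20 and 12.15 ± 0.63 (SD, n = 8) at week 14, a difference of 2.67 (standard error 0.18, adjusted p = 1.23e-12 from limma). The level in SHRSP was 14.84 ± 0.05 (SD, n = 4) at E20 and 14.51 ± 0.07 (SD, n = 7) at week 14, a difference of 0.33 (standard error 0.21, adjusted p = 0.274). Development of Acta1 differed between the strains (interaction -2.33, standard error 0.28, adjusted p = 1.69e-06). At E20 and in SHRSP at week 14 its values lay near the highest value on the arrays, 15.53, where differences can be compressed, which limits the difference in SHRSP and the interaction. Mlycd was at 9.87 ± 0.08 (SD, n = 4) at E20 and 11.62 ± 0.15 (SD, n = 7) at week 14 in SHRSP and at 9.95 ± 0.13 (SD, n = 7) and 11.43 ± 0.41 (SD, n = 8) in F344. These are differences of -1.76 in SHRSP (standard error 0.15, adjusted p = 2.15e-10) and -1.48 in F344 (standard error 0.12, adjusted p = 1.13e-10), which lie on either side of the limit of -1.5. No difference between the strains in the development of Mlycd was detected (interaction -0.27, standard error 0.19, adjusted p = 0.664). With only the 2 SHRSP groups in the fit, the difference of Acta1 in SHRSP had an adjusted p of 2.95e-05 at the same fold change.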

Skeletal alpha actin (Acta1) was regulated in F344 only (logFC = 2.66, p < 0.05) and Malonyl-CoA decarboxylase (Mlycd) showed only a SHRSP specific regulation (logFC = -1.76, p < 0.05). In S2 Table in the supporting information we summarized the expression patterns of known regulated fetal genes in cardiac development.

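Among the 11 fetal markers of Table S2, several of fuel use were lower at E20 than at week 14. Cpt1b was among them, though short of the fold change limit in both strains. The myosin heavy chains and Ckm, the muscle creatine kinase, also differed by less than that limit. In SHRSP 7 were lower at E20, none was higher and 4 did not pass the adjusted p (8 lower when adjusted over the list alone). In F344 7 were lower, 1 was higher, which was Acta1, and 3 did not pass (7 and 1 when adjusted over the list alone), while 2 were higher without any 1 of F344 week 14 replicates 7 and 8. The authors chose this list, so its direction as a whole is not independent evidence. Cpt1b, which carries fatty acids into the mitochondria of muscle, was lower at E20 by a log2 fold change of -1.36 in SHRSP (standard error 0.11, adjusted p = 1.04e-10 from limma) and -1.49 in F344 (standard error 0.09, adjusted p = 2.73e-13). Actc1, the cardiac alpha actin, differed by -0.39 in SHRSP (adjusted p = 0.000934) and -0.12 in F344 (adjusted p = 0.219), and the interaction did not pass (-0.27, adjusted p = 0.327). The means of its probe lay between 8.36 and 8.96 in all groups, toward the lower end of the scale, where a difference can be understated. Ckm had -0.07 in SHRSP (adjusted p = 0.653) and -0.30 in F344 (adjusted p = 0.00387). The probe of Ppara, a transcription factor of fatty acid use, lay near the lower end of the scale and differed by -0.10 in SHRSP (adjusted p = 0.0687) and -0.01 in F344 (adjusted p = 0.893). Its adjusted p in SHRSP was 0.0308 without SHRSP E20 replicate 4, 0.046 without SHRSP week 14 replicate 6 and 0.0209 with array weights. The list was lower at E20 in SHRSP (adjusted p = 0.000157 from camera of limma) and in F344 (adjusted p = 0.00362, and adjusted p = 0.0615 with an estimated correlation).

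Larger changes were found among other sarcomere genes. Of 21 measured isoforms, 2 were higher at E20, 10 lower and 9 did not pass in SHRSP (2 and 10 when adjusted over the list alone), and 4 were higher, 8 lower and 9 did not pass in F344 (4 and 8 when adjusted over the list alone). Tnni1, the slow skeletal troponin I of the fetal heart, was higher at E20 by 4.71 in SHRSP and 4.43 in F344, and Myom2, a protein of the M-band, had -4.38 and -4.32. The list as a whole did not pass in SHRSP (adjusted p = 0.0674) or F344 (adjusted p = 0.629), but it passed in SHRSP without SHRSP E20 replicate 1 (adjusted p = 0.0399) or replicate 2 (adjusted p = 0.0469).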

### Classification of differentially expressed genes

In microarray quality control we demanded intragroup correlation coefficients of expression intensities > 0.95. 

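Arrays of hearts of the same strain and stage gave closely similar profiles, and stage separated the profiles more than strain. Pearson's r between arrays of 1 group, over all probes, was above 0.95 for all 76 pairs. The authors had removed arrays with a lower correlation within their group, so passing this limit follows from the choice of arrays. The lowest and median r were 0.990 and 0.993 for F344 at E20, 0.980 and 0.991 for F344 at week 14, 0.994 and 0.995 for SHRSP at E20 and 0.988 and 0.992 for SHRSP at week 14. Between the strains the median r was 0.989 at E20 and 0.982 at week 14, and between the stages it was 0.936 in F344 and 0.933 in SHRSP. These are correlations across probes, which are not independent replicates. Replicates 1 and 2 and replicates 3 and 4 of SHRSP at E20 were closer to each other than the other pairs of that group, with r up to 0.998, and all 4 arrays were counted separately.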

Samples with lower correlation were removed leaving us with four samples of group SHRSP E20, seven of F344 E20, seven of SHRSP week 14 and eight of F344 week 14. Altogether, 15232 expressed transcripts were detectable below a confident detection threshold of 0.05 and examined for differential gene expression.

For the identification of new potential candidate genes for LVH, we first calculated differentially expressed genes between SHRSP and F344 animals at week 14. Therefore, we applied the 'lmFit' function from package 'limma' of Bioconductor on normalized expression data. Statistics were computed with the 'eBayes' function and p-values were adjusted with False Discovery Rate of Benjamini & Hochberg. For further bioinformatic analysis we considered probes with log fold changes > 1.5 or < -1.5, resulting in 45 transcripts. 

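At week 14 the hearts of SHRSP had higher levels of 8 of 18 measured markers of hypertrophy and wall stress than those of F344. The same held for Sorbs2 (Argbp2 in Table 1), an adaptor protein of the sarcomere. Lower in SHRSP were Myl7, the atrial regulatory myosin light chain, Mrpl18 and Cct6a. Of all probes, 45 were called between the strains, 24 higher and 21 lower in SHRSP, and 34 of them carry a gene name here. Nppb, a natriuretic peptide, was higher by a log2 fold change of 1.66 (standard error 0.20, adjusted p = 4.99e-07 from limma), Acta1 by 2.36 (standard error 0.18, adjusted p = 6.71e-11) and Spp1, which encodes osteopontin, by 1.96 (standard error 0.28, adjusted p = 8.4e-06). Sorbs2 was higher by 4.01 (standard error 0.11, adjusted p = 5.71e-20), and lower values were found for Mrpl18, a protein of the mitochondrial ribosome, at -4.12 (standard error 0.07, adjusted p = 4.42e-24), Cct6a, a subunit of a chaperonin, at -4.09 (standard error 0.08, adjusted p = 9.26e-23), and Myl7 at -3.76. The means of Mrpl18, Cct6a and Myl7 in SHRSP were 7.52, 7.16 and 7.82, and those of Sorbs2 and Spp1 in F344 were 7.44 and 7.48. These means lie near the lower end of the scale, where fold changes understate a difference and give no order of these genes. Spp1 spread from 8.50 to 11.61 among the SHRSP arrays of week 14. No called gene has a second probe, so a sequence variant of a strain under the probe stays open for Sorbs2, Spp1, Mrpl18 and Cct6a.

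Of 18 measured markers of hypertrophy and wall stress, 8 were higher in SHRSP, none was lower and 10 did not pass (9 higher and 1 lower when adjusted over the list alone), and 1 was lower without any 1 of F344 week 14 replicates 1 and 4. The list had an adjusted p of 3.61e-06 from camera of limma, and adjusted p = 0.143 with an estimated correlation. Of these genes, 4 stand in Table 1, and 4 of the other 14 were higher in SHRSP.

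At E20 the difference between the strains was already called, in the same direction, for 20 of the 45 probes. It was 4.47 for Sorbs2, 2.81 for Spp1, -4.25 for Mrpl18 and -5.01 for Cct6a. For Myl7 and Acta1 it was 0.02 and 0.02 (adjusted p = 0.994 for each from limma). The values of Myl7 and Acta1 at E20 lie near the highest on the arrays.

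**Figure D1:**
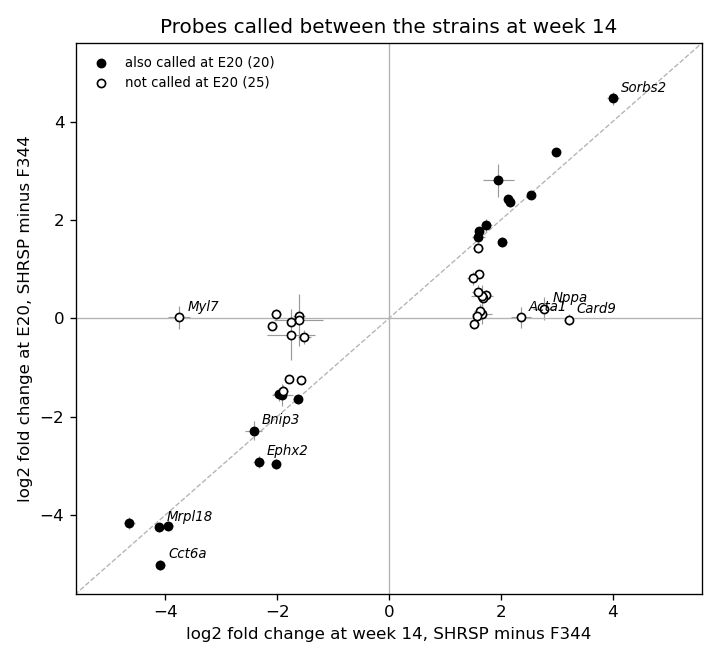
Log2 fold changes between SHRSP and F344 at week 14 (x axis) and at E20 (y axis) of the 45 probes called at week 14, with standard errors from limma as bars and the line of equal values dashed. Filled points are the 20 probes also called at E20, such as Sorbs2 and Cct6a, and open points those that were not, such as Card9, Nppa and Myl7.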

In SHRSP 24 transcripts showed an up-regulation and 21 transcripts a down-regulation as compared to F344 (log FC > |1.5| and p < 0.05). 40 probes could be annotated with gene name and chromosomal position. 

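Arrays grouped by strain when compared on the genes that differ between the strains at week 14. Complete-linkage clustering on z-scores of the 45 probes put 26 of 26 arrays with their strain at the split into 2 clusters and 26 with their group at 4 clusters. Each of these probes was chosen because it separates the strains at week 14, so the separation of those arrays follows from the choice and only the E20 arrays add to it. Over all probes the split into 2 clusters followed the stage for 26 arrays, and 15 fell with their strain, a number that follows from the group sizes under a split by stage.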

A heat map with two-dimensional hierarchical clustering elucidates the expression patterns for the 40 annotated genes over all SHRSP and F344 samples in Fig. 2.

**Fig 2:**
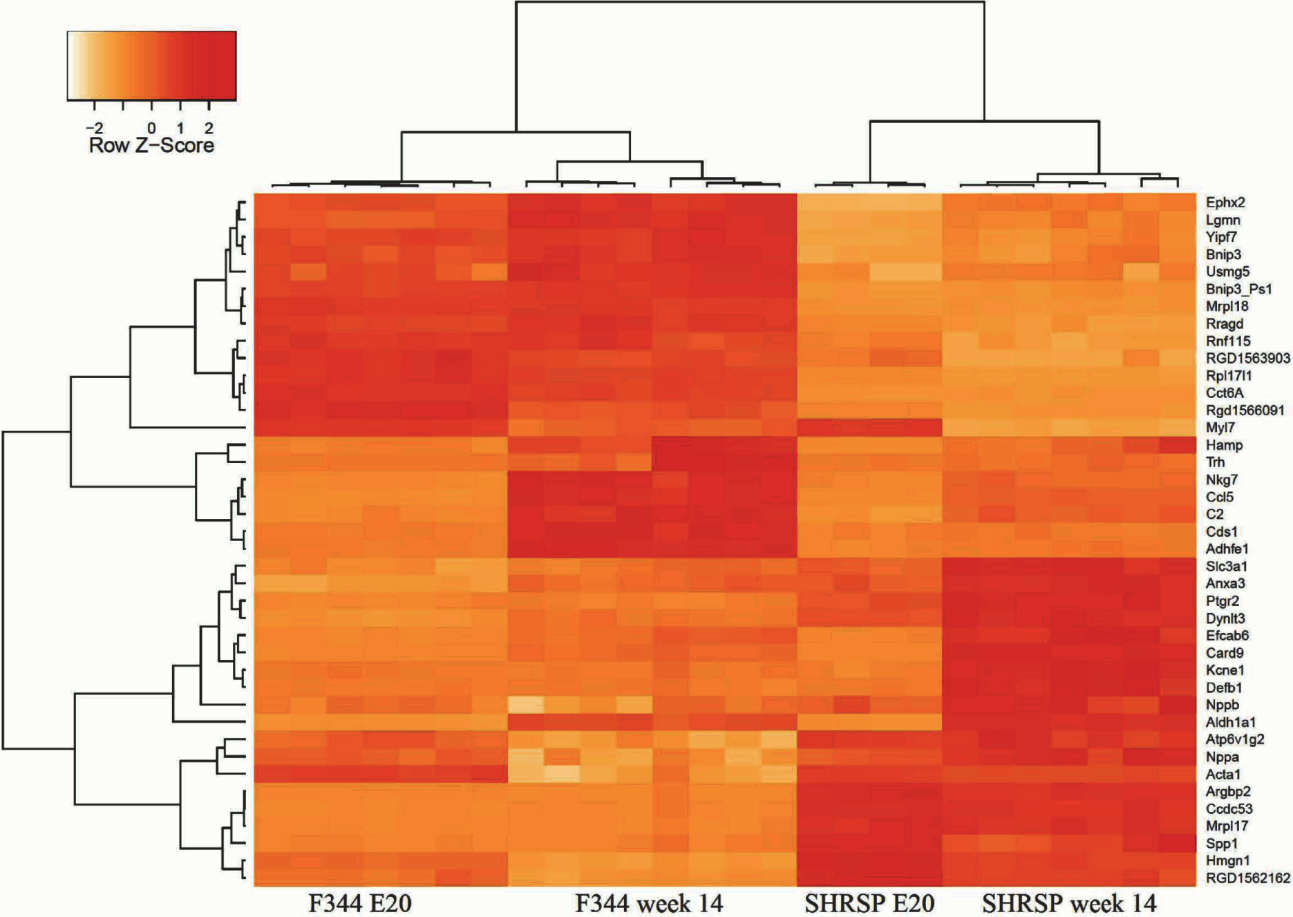
Hierarchical clustering of differentially expressed genes. Hierarchical clustering of differentially expressed genes (log fold change > |1.5| and p < 0.01) between SHRSP and F344 in week 14 over all samples. Samples (columns) and genes (rows) are grouped by their expression profile. Expression values are scaled by Z-Score with zero mean and standard deviation of 1. Values above the mean are shown in red, equivalent to the mean are colored in yellow and below the mean in white. Animal samples of F344 E20 (n = 7), F344 week 14 (n = 8), SHRSP E20 (n = 4) and SHRSP week 14 (n = 7) are in order at the bottom.

To unveil biological functions and cellular processes of these genes we used Gene Ontology terms by which 36 genes could be assigned with at least one term (S1 Fig.) To reveal potential LVH susceptibility genes, we chose a new approach to reduce the earlier detected gene group of 40 specifically expressed probes. Therefore, we analyzed developmental expression patterns in each strain between the time points E20 and week 14 of these genes. 

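Between E20 and week 14 the hearts of both strains lost the expression of cell cycle genes and gained that of mitochondrial genes and macrophage markers. Of 35 measured cell cycle genes, 33 were higher at E20, none was lower and 2 did not pass in SHRSP (33 higher and 1 lower when adjusted over the list alone). In F344 33 were higher, 1 was lower and 1 did not pass (33 and 2 when adjusted over the list alone). The number of lower genes was 1 in SHRSP without SHRSP week 14 replicate 1 and 2 in F344 without any 1 of F344 E20 replicates 2 and 7 and F344 week 14 replicates 1 and 3. The mitotic kinase Cdk1 was higher at E20 by a log2 fold change of 3.95 in SHRSP and 4.31 in F344, and Rrm2, which makes deoxynucleotides, by 4.19 and 4.20. Of 13 genes of fetal growth, many of them imprinted, 10 were higher and 3 did not pass in SHRSP and 11 were higher and 2 did not pass in F344 (11 and 12 when adjusted over the list alone), led by the growth factor Igf2 at 5.07 and 4.62. Of 31 genes of oxidative phosphorylation, 27 were lower at E20 and 4 did not pass in SHRSP, and 28 were lower and 3 did not pass in F344 (28 and 28 when adjusted over the list alone), with Cox8b at -1.17 and -1.67. The adjusted p from camera of limma was 1.5e-31 in SHRSP and 4.33e-31 in F344 for the cell cycle, 9.93e-09 and 1.77e-09 for fetal growth and 4.33e-11 and 2.9e-12 for oxidative phosphorylation. Of 17 genes of the tricarboxylic acid cycle, 15 were lower, 1 higher and 1 did not pass in SHRSP (15 and 1 when adjusted over the list alone), and the same counts were found in F344 (15 and 1 when adjusted over the list alone). That list passed in SHRSP (adjusted p = 2.74e-07, and adjusted p = 0.0722 with an estimated correlation) and F344 (adjusted p = 8.83e-06, and adjusted p = 0.105 with an estimated correlation).

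Macrophage markers were lower at E20. Of 17 measured, 16 were lower and 1 did not pass in SHRSP, and 14 were lower and 3 did not pass in F344 (16 and 15 when adjusted over the list alone). Fcer1g, a signalling chain of Fc receptors, stood at -1.92 and -2.33, and the list had an adjusted p of 2.74e-07 and 4.62e-09. Of 27 genes of the extracellular matrix, 15 were higher at E20, 4 lower and 8 did not pass in F344 (15 and 4 when adjusted over the list alone), with Postn, a matrix protein of the developing heart, at 3.88 and Col1a1 at 2.07. In SHRSP 15 were higher, 6 lower and 6 did not pass (15 and 6 when adjusted over the list alone), with Postn at 3.75 and Col1a1 at 2.07. The matrix list passed in F344 (adjusted p = 0.00369, and adjusted p = 0.0797 with an estimated correlation) and did not pass in SHRSP (adjusted p = 0.0568, and adjusted p = 0.257 with an estimated correlation). It did pass in SHRSP with all probes of a gene in place of the brightest (adjusted p = 0.038) and with the leading component of the residuals as a covariate, which was chosen after seeing the data (adjusted p = 0.0423), and without any 1 of SHRSP E20 replicate 4 and SHRSP week 14 replicates 3 and 6 (adjusted p = 0.0487 to 0.05, all under the threshold before rounding). In the interaction it had an adjusted p of 0.0486, and adjusted p = 0.292 with an estimated correlation, and it did not pass without any 1 of F344 E20 replicates 1, 2, 3 and 5, F344 week 14 replicates 2, 6, 7 and 8, SHRSP E20 replicates 3 and 4 and SHRSP week 14 replicates 2, 3, 4, 5 and 6 (adjusted p = 0.057 to 0.0984).

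Markers of other cell types moved between the stages as well. Of 8 genes of MHC class II, 5 were lower at E20 and 3 did not pass in SHRSP, and 6 were lower and 2 did not pass in F344 (6 and 6 when adjusted over the list alone), with RT1-Da at -3.68 and -4.54. This list had an adjusted p of 0.000402 in SHRSP, and adjusted p = 0.0722 with an estimated correlation, and of 2.76e-06 in F344. Of 20 markers of T and NK lymphocytes, 7 were lower, 1, Cd8a, was higher and 12 did not pass in SHRSP, and 15 were lower and 5 did not pass in F344 (7 lower and 1 higher and 15 lower when adjusted over the list alone). Klrd1, a receptor of NK cells, stood at -0.93 and -1.70, and the list had an adjusted p of 0.04 in SHRSP, with adjusted p = 0.0534 without SHRSP week 14 replicate 4 and adjusted p = 0.351 with an estimated correlation, and of 7.18e-09 in F344. Of 13 markers of adipocytes, 7 were lower, 1, Car3, was higher and 5 did not pass in each strain (8 lower and 1 higher in each when adjusted over the list alone), with an adjusted p of the list of 0.00533 in SHRSP and 0.00687 in F344. The lowest of them were Lpl, lipoprotein lipase, which heart muscle also expresses, at -3.85 and -2.71, and the adipokine Cfd at -2.12 and -2.24. Erythroid markers were higher at E20, 10 of 17 in SHRSP with 1 lower and 6 that did not pass, and 8 in F344 with 1 lower and 8 that did not pass (11 higher and 1 lower and 8 higher and 1 lower when adjusted over the list alone). The embryonic globin Hbe1 stood at 2.23 and 2.14. The erythroid list had an adjusted p of 0.00226 in SHRSP and 0.023 in F344, and adjusted p = 0.134 and adjusted p = 0.244 with an estimated correlation.

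Over all probes, 472 were called in SHRSP, 217 higher and 255 lower at E20, and 444 in F344, 198 higher and 246 lower. Of these, 358 were called in both strains, all in the same direction, against 4.69 for independent lists of these sizes. Of the 114 called in SHRSP alone 29 passed the adjusted p of the interaction, and of the 86 called in F344 alone 25 did.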

Fold change limits were set > 1.5 or < -1.5 as described before. 

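Of the 45 probes called between the strains at week 14, none was called by limma with opposite directions in the development of the strains, and none had fold changes past the limit in opposite directions at any p. Below that limit, 2 probes passed the adjusted p in opposite directions, Nppa and Rragd, a GTPase of nutrient signalling. Rragd had 0.29 in SHRSP (adjusted p = 0.00103) and -0.27 in F344 (adjusted p = 0.00023). Nppa was lower at E20 than at week 14 in SHRSP (log2 fold change -1.13, standard error 0.24, adjusted p = 0.000364 from limma) and higher at E20 in F344 (1.45, standard error 0.20, adjusted p = 7.41e-07). The F344 value lies under the limit by less than its standard error and passes it without F344 E20 replicate 7 (1.52), F344 week 14 replicate 3 (1.56) or F344 week 14 replicate 7 (1.54). Nppb had -0.89 in SHRSP (adjusted p = 0.00436) and 0.32 in F344 (adjusted p = 0.231).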

Generally, there were no candidates detected because of a discordant expression with an up-regulation between E20 and week 14 in SHRSP and a down-regulation between E20 and week 14 in F344 or vice versa. 

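Ephx2, the soluble epoxide hydrolase, Kcne1, a subunit of a cardiac potassium channel, Defb1, an antimicrobial peptide, and Card9, an adaptor of innate immune signalling, were lower at E20 than at week 14 in SHRSP. So were Aldh1a1, an enzyme of retinoic acid synthesis, and the chemokine Ccl5, while Myl7 was higher at E20. These 7 named probes and 3 unnamed ones are the 10 that were called at week 14 and in the development of SHRSP. Aldh1a1 differed by a log2 fold change of -4.72 (standard error 0.13, adjusted p = 3.19e-20 from limma) and Card9 by -4.36 (standard error 0.11, adjusted p = 4.65e-21). The unnamed probes ILMN_1366881, ILMN_1353448 and ILMN_1374013 differed by -2.41, -1.57 and -1.56. ILMN_1366881 is the only probe whose 3 fold changes all lie within 0.011 of those that Table 1 lists for Efcab6, which is a match of values and not a name. Both comparisons contain the 7 SHRSP arrays of week 14. The overlap of 10 stood against 0.943 for independent lists, and it was 10 when the shared arrays were split between the comparisons. In 20 simulations of unchanged groups that share those arrays it was 0 on average, but unchanged probes rarely reach the limit of 1.5 at all, so this value does not measure what the shared arrays add. Of the 10 probes, 7 were higher in SHRSP than in F344 at week 14 and lower at E20, and 1, Myl7, was the reverse. The shared arrays favour both of these patterns. Splitting the arrays does not remove this, since a difference between the strains at week 14 alone is also a difference in development.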

In SHRSP 8 genes with a significant differential expression in week 14 compared with F344 showed also a strain specific significant differential expression pattern during development between SHRSP E20 and SHRSP at week 14. 

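In F344 the immune genes Ccl5, Nkg7, a granule protein of cytotoxic lymphocytes, and C2, a complement protein, were lower at E20 than at week 14, and Acta1 and Myl7 were higher. The 10 probes called at week 14 and in the development of F344 all carry a gene name. Ccl5 differed by a log2 fold change of -3.68 (standard error 0.09, adjusted p = 9.77e-22 from limma), from 7.28 ± 0.07 (SD, n = 7) at E20 to 10.95 ± 0.31 (SD, n = 8) at week 14. The difference was -2.30 for Nkg7 and -2.63 for C2. Hamp, which encodes the iron regulator hepcidin, differed by -2.80 (adjusted p = 4.76e-06). The 8 F344 arrays of week 14 enter both comparisons. The overlap of 10 stood against 0.887 for independent lists, and it was 9 when these arrays were split. The simulated value was again 0 in 20 simulations of unchanged groups, which here too does not measure what the shared arrays add. Of the 10, 7 were lower in SHRSP than in F344 at week 14 and lower at E20 than at week 14 in F344, and 1, Acta1, was higher in both. The shared arrays favour both of these patterns.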

In the F344 strain 10 genes with significant differential expression in week 14 compared with SHRSP and during F344 specific development were identified. 3 genes were identified in both strains showing a significant differential expression between E20 and week 14. However, our approach prioritized 5 genes as potential candidates for LVH because they showed only in the hypertensive SHRSP rat a differential expression in comparison with F344 at week 14 and a differential expression pattern during development as well. In contrast the remaining 7 transcripts with F344 specific differential expression were evaluated as less relevant for LVH. Thus, we decided to further explore Kcne1, Efcab6 Ephx2, Card9, and Defb1. 

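Aldh1a1, Ccl5 and Myl7 changed between E20 and week 14 in both strains, in the same direction but by different amounts. Aldh1a1 and Ccl5 were higher at week 14 than at E20, and Myl7, a light chain that embryonic ventricles express, was lower. The sample labels name the whole heart for E20, against ventricles without atria in the methods. Atrial tissue at E20 may therefore contribute to the difference of Myl7 between the stages, which was not tested. Myl7 stood at 14.06 ± 0.26 (SD, n = 4) in SHRSP and 14.04 ± 0.24 (SD, n = 7) in F344 at E20 and at 7.82 ± 0.26 (SD, n = 7) and 11.58 ± 0.62 (SD, n = 8) at week 14. These are differences of 6.24 in SHRSP (standard error 0.24, adjusted p = 2e-17 from limma) and 2.46 in F344 (standard error 0.20, adjusted p = 5.58e-11). The interaction, which contains the week 14 difference used for the choice, was 3.78 for Myl7 (adjusted p = 6.25e-09), 2.11 for Ccl5 (adjusted p = 2.41e-10) and -1.47 for Aldh1a1 (adjusted p = 1.12e-06). In SHRSP the difference of Ccl5 was -1.57 (adjusted p = 4.48e-12), and in F344 that of Aldh1a1 was -3.26 (adjusted p = 5.6e-19).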

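On the arrays, Kcne1 and Defb1 were near the lower end of the scale in all groups except SHRSP at week 14. Array values of Card9 rose in both strains but further in SHRSP, and those of Ephx2 rose in both strains from a lower level in SHRSP. These 4 named probes and the 3 unnamed ones were called at week 14 and in the development of SHRSP but not of F344, 7 in all. Defb1 was at 8.60 ± 0.36 (SD, n = 7) in SHRSP at week 14 and between 6.99 and 7.03 on average in the other groups. Its log2 fold change was 1.58 between the strains at week 14 (standard error 0.10, adjusted p = 1.33e-12 from limma) and -1.57 in the development of SHRSP (standard error 0.12, adjusted p = 2.19e-11), against -0.03 in that of F344 (adjusted p = 0.88).

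A change called in 1 strain alone need not differ between the strains. The week 14 difference by which these probes were chosen is part of the interaction, so the interaction is no independent evidence. The interaction was -1.64 for Kcne1 (standard error 0.11, adjusted p = 4.14e-10), -1.54 for Defb1 (standard error 0.15, adjusted p = 1.09e-07) and -3.24 for Card9 (standard error 0.14, adjusted p = 3.85e-14). It was -1.58 for ILMN_1366881 (adjusted p = 0.000418), -1.28 for ILMN_1353448 (adjusted p = 8.5e-10) and -1.28 for ILMN_1374013 (adjusted p = 1.54e-07). For Ephx2 it was -0.59 (standard error 0.15, adjusted p = 0.0217), and the adjusted p was 0.0523 without SHRSP E20 replicate 1 and 0.138 with the close SHRSP E20 arrays averaged, which was chosen after seeing the data. The strain difference of Kcne1 at week 14, 1.51, was 1.46 without SHRSP week 14 replicate 1, 1.47 without SHRSP week 14 replicate 2 and 1.49 without F344 week 14 replicate 5. Defb1 was at 1.49 at week 14 and -1.48 in development without SHRSP week 14 replicate 1, and ILMN_1374013 at -1.49 in development without SHRSP E20 replicate 3, all with the adjusted p still passing. The paper reasons from its limits for fold change and p, which these genes passed at week 14 and in the development of SHRSP but not of F344, and prioritizes 5 genes as potential candidates for LVH. After qPCR the paper excluded Card9, and it found Defb1 too low at E20 to measure. It reports that qPCR bore out the regulation of Kcne1, Efcab6 and Ephx2.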

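The 7 probes called at week 14 and in the development of F344 alone were Acta1, Adhfe1, C2, Cds1, Hamp, Nkg7 and Trh. All but Acta1 were lower in SHRSP than in F344 at week 14. Cds1, an enzyme of phospholipid synthesis, was lower in SHRSP with a log2 fold change of -1.76 (standard error 0.06, adjusted p = 7.94e-18 from limma) and had -1.83 in the development of F344 and -0.14 in that of SHRSP (interaction 1.69, adjusted p = 7.74e-12). The interaction, which again contains the week 14 difference used for the choice, was 1.66 for Nkg7 (adjusted p = 8.15e-08) and 1.15 for C2 (adjusted p = 0.000167). C2 had -1.49 in the development of SHRSP (adjusted p = 2.19e-09), and -1.51 at week 14, both close to the limit. Its development in SHRSP passes the limit without SHRSP E20 replicate 3 (-1.51) or 4 (-1.54) or SHRSP week 14 replicate 1 (-1.51), 2 (-1.53) or 3 (-1.53). The week 14 difference leaves it without any of these 3 arrays (-1.49, -1.47 and -1.47) or F344 week 14 replicate 3 (-1.48), 4 (-1.46), 5 (-1.48) or 6 (-1.50). Hamp and Trh, the thyrotropin-releasing hormone, spread widely among the F344 arrays of week 14, with 10.25 ± 1.31 (SD, n = 8) and 8.90 ± 1.58 (SD, n = 8). Their differences between the strains were -1.76 (adjusted p = 0.00626) and -1.62 (adjusted p = 0.0153), and the interaction did not pass for Hamp (adjusted p = 0.391) or Trh (adjusted p = 0.328). With the leading component within groups as a covariate, a setting chosen after seeing the data, the interaction had an adjusted p of 0.0269 for Hamp and 0.0154 for Trh. With only the 2 groups of week 14 in the fit, the adjusted p was 0.0552 for Hamp and 0.0961 for Trh, and without F344 week 14 replicate 3 the differences were -1.37 and -1.29. Trh also left the limit without F344 week 14 replicate 6 (-1.36) or replicate 8 (-1.50).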

Table 1 summarizes the detected genes with fold changes and p-values for the two performed comparisons, i.e. SHRSP versus F344 in week 14 and the strain specific expression pattern between E20 and week 14. Fig. 3 illustrates the candidate gene identification process.

**Fig 3:**
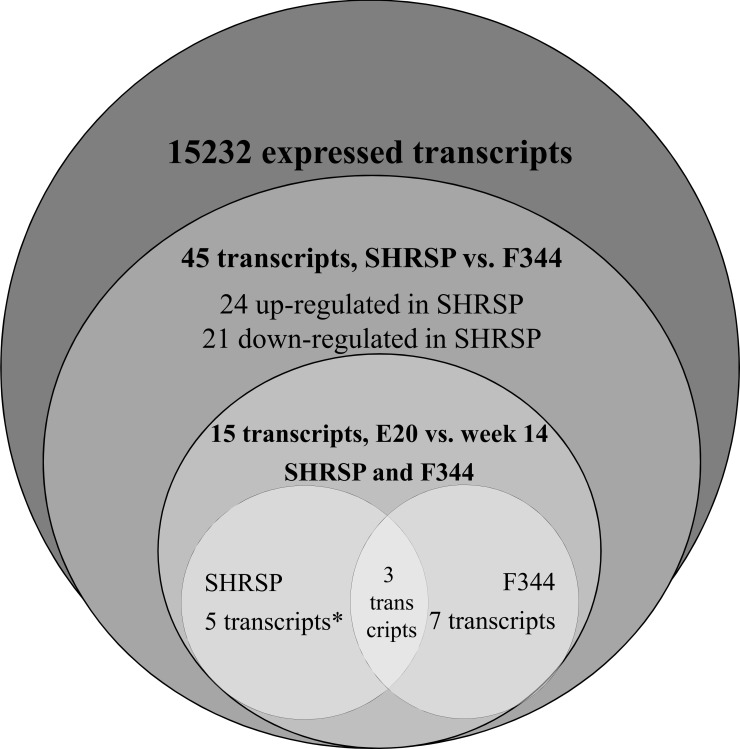
Venn diagram of valid and differentially expressed transcripts. Venn diagram for the candidate identification process to identify genes for further qPCR validation. Significant differential regulation was given with log fold changes > 1.5 or < -1.5 and p < 0.05. First comparison was F344 vs. SHRSP in week 14, second comparison was E20 vs. week 14 in F344 and SHRSP. Validated candidate genes are labelled with asterisk.

**Table 1:** Fold changes (logFC) and adjusted p-values of candidate genes in SHRSP and F344.

	SHRSP vs. F344 week 14		SHRSP E20 vs. week 14		F344 E20 vs. week 14	
Gene Symbol	logFC	adj. p value	logFC	adj. p-value	logFC	adj. p-value
Acta1	2.36	< 0.001	0.33	0.47	2.67	< 0.001
Adhfe1	-2.08	< 0.001	-0.28	< 0.05	-2.21	< 0.001
Aldh1a1	1.62	< 0.001	-4.72	< 0.001	-3.26	< 0.001
Anxa3	1.6	< 0.001	-1.24	< 0.001	-1.30	< 0.001
Argbp2	4.01	< 0.001	0.55	< 0.001	0.08	0.59
Atp6v1g2	1.6	< 0.001	-0.18	0.4	0.88	< 0.001
Bnip3	-2.42	< 0.001	-0.69	< 0.05	-0.82	< 0.001
Bnip3-Ps1	-4.64	< 0.001	-0.29	0.08	-0.77	< 0.001
C2	-1.52	< 0.001	-1.49	< 0.001	-2.63	< 0.001
Card9*	3.21	< 0.001	-4.36	< 0.001	-1.12	< 0.001
Ccdc53	2.99	< 0.001	0.26	< 0.05	-0.14	0.06
Ccl5	-2.03	< 0.001	-1.57	< 0.001	-3.68	< 0.001
Cct6a	-4.09	< 0.001	0.08	0.66	1.01	< 0.001
Cds1	-1.76	< 0.001	-0.14	0.35	-1.83	< 0.001
Defb1*	1.58	< 0.001	-1.57	< 0.001	-0.03	0.92
Dynlt3	2.03	< 0.001	-1.16	< 0.001	-0.68	< 0.001
Efcab6*	1.67	< 0.001	-2.41	< 0.001	-0.83	< 0.001
Ephx2*	-2.33	< 0.001	-1.64	< 0.001	-1.05	< 0.001
Hamp	-1.76	< 0.001	-1.37	< 0.05	-2.80	< 0.001
Hmgn1	2.55	< 0.001	1.38	< 0.001	1.43	< 0.001
Kcne1*	1.51	< 0.001	-1.66	< 0.001	-0.02	0.92
Lgmn	-1.58	< 0.001	-0.53	< 0.001	-0.86	< 0.001
Mrpl17	2.17	< 0.001	0.20	0.20	0.01	0.95
Mrpl18	-4.12	< 0.001	-0.04	0.82	0.09	0.45
Myl7	-3.76	< 0.001	6.24	< 0.001	2.46	< 0.001
Nkg7	-1.61	< 0.001	-0.64	< 0.001	-2.30	< 0.001
Nppa	2.78	< 0.001	-1.13	< 0.05	1.45	< 0.001
Nppb	1.66	< 0.001	-0.89	< 0.05	0.32	< 0.05
Ptgr2	1.60	< 0.001	-0.82	< 0.001	-0.11	0.16
RGD1562162	1.74	< 0.001	1.00	< 0.001	0.85	< 0.001
RGD1563903	-1.97	< 0.001	1.05	< 0.001	0.62	< 0.001
RGD1566091	-2.03	< 0.001	0.48	< 0.001	1.42	< 0.001
Rnf115	-1.89	< 0.001	0.59	< 0.001	0.16	0.16
Rpl17l1	-3.95	< 0.001	0.61	< 0.001	0.88	< 0.001
Rragd	-1.78	< 0.001	0.29	< 0.05	-0.27	< 0.001
Slc3a1	1.50	< 0.001	-1.16	< 0.001	-0.48	< 0.05
Spp1	1.96	< 0.001	0.80	0.05	-0.05	0.91
Trh	-1.62	< 0.001	-0.27	0.74	-1.85	< 0.001
Usmg5	-1.91	< 0.001	-0.56	0.05	-0.91	< 0.001
Yipf7	-1.63	< 0.001	-0.43	< 0.001	-0.42	< 0.001

Values in the italic written column indicate significantly differentially expressed genes by comparing SHRSP and F344 in week 14 (SHRSP vs. F344). Negative fold changes demonstrate a down-regulation in SHRSP strain. LogFC values in the middle and right columns indicate gene expression by comparing SHRSP E20 and SHRSP in week 14 (E20 vs. week 14, middle column) and F344 E20 and F344 in week 14 (E20 vs. week 14, right column). Negative prefixes indicate a down-regulation in E20. Microarray chip probe ID with annotated gene symbol is indicated if available. Significantly differentially expressed genes with logFC > 1.5 by comparing the strains SHRSP and F344 in week 14 as well as by comparing animals in E20 and week 14 are given in bold. Validated candidate genes are labelled with asterisk.

A mapping of Gene Ontology Terms revealed immune system associated functions for Card9 and Defb1 (e.g. ‘positive regulation of I-kappaB kinase/NF-kappaB cascade’, Gene Ontology Term number (GO): 0005737 and ‘innate immune response’, GO:0045087 for Defb1). Ephx2 could be mapped to ‘catalytic activity’ (GO: 0003824), ‘metabolic process (GO: 0008152)’ or ‘lipid phosphatase activity’ (GO: 0042577) among others. For Efcab6 only one term was found, i.e. ‘calcium ion binding’ (GO: 0005509). Terms like ‘heart contraction’ (GO: 0060047), ‘plasma membrane’ (GO: 0005886) and ‘regulation of heart rate by cardiac conduction’ (GO: 0086091) are assigned to Kcne1. Pathway annotation was only available for two of the five genes; Card9 is involved in the 'NOD-like receptor signalling pathway', whereas Ephx2 is associated with 'Arachidonic acid metabolism', 'Metabolic pathways' and ‘Peroxisome’.

### Verification by qPCR

We performed qPCR analysis for validation of potential candidate genes identified in the microarray analysis. We measured mRNA expression of the known cardiac hypertrophy marker Nppa as positive control. Additionally, we used WKY samples as second control strain to distinguish strain dependent effects.

In week 14 Nppa, Kcne1, Efcab6 and Defb1 showed the highest mRNA levels in SHRSP in comparison with F344 and WKY animals of the same age by qPCR analysis. In this comparison SHRSP animals presented at least a 40% higher expression for these genes compared to both F344 and WKY (p < 0.05, respectively).

In contrast, Ephx2 and Card9 were significant lower (-77%, p < 0.001) or similarly (-6%, p = 0.43) expressed in SHRSP at week 14 in comparison with F344 in qPCR analysis. WKY animals at week 14 showed at least a 30% higher expression for these two genes compared to SHRSP animals (p < 0.01, respectively).

The demonstrated regulation between E20 and week 14 in SHRSP and F344 by microarray analysis could be confirmed by qPCR for Kcne1, Efcab6 and Ephx2. Kcne1, Efcab6 and Ephx2 showed in qPCR analysis an up-regulation of gene expression in SHRSP between E20 and week 14 (p < 0.05, respectively). In contrast, expression value changes during development of these genes were not significant in F344. WKY animals showed up-regulation of Kcne1 as well as of Ephx2 and down-regulation of Efcab6 (p < 0.01, respectively). Defb1 gene expression in E20 was too low for further qPCR analysis.

Card9 was significantly regulated in both of the normotensive control strains (p < 0.05) but not in SHRSP (p > 0.5). Card9 showed discrepant expression values in microarray (significant up-regulation in SHRSP in week 14) and qPCR analysis and was therefore excluded as a candidate, because the detected significant up-regulation in SHRSP week 14 compared to corresponding F344 in microarray analysis was not confirmed by qPCR analysis.

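On the arrays Card9 was higher in SHRSP than in F344 at week 14, and no difference between the strains was detected at E20. Its log2 intensity at week 14 was 11.80 ± 0.17 (SD, n = 7) in SHRSP and 8.58 ± 0.27 (SD, n = 8) in F344, a difference of 3.21 or 9.26-fold (standard error 0.09, adjusted p = 9.81e-20 from limma). The lowest SHRSP array, at 11.54, was above the highest F344 array, at 9.09. At E20 the level was 7.43 ± 0.03 (SD, n = 4) in SHRSP and 7.46 ± 0.07 (SD, n = 7) in F344 (difference -0.03, adjusted p = 0.986). Both of these levels lie near the lower end of the scale, where a difference can be missed. The development of F344, -1.12, passed the adjusted p (standard error 0.09, adjusted p = 4.73e-11).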

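Relative to F344 at week 14, the array intensity of Nppa and Kcne1 was raised in SHRSP at week 14 and that of Ephx2 was lowered. In percent of the mean of F344 at week 14, on the linear scale, Nppa was at 258 ± 31.2 (SD, n = 7) in F344 at E20, 295 ± 36.2 (SD, n = 4) in SHRSP at E20 and 666 ± 183 (SD, n = 7) in SHRSP at week 14. Kcne1 was at 97.9 ± 4.02 (SD, n = 7) in F344 at E20, 90.1 ± 5.08 (SD, n = 4) in SHRSP at E20 and 287 ± 45.2 (SD, n = 7) in SHRSP at week 14. For Ephx2 the levels were 47.9 ± 5.24 (SD, n = 7) percent in F344 at E20, 6.28 ± 0.104 (SD, n = 4) in SHRSP at E20 and 19.7 ± 2.43 (SD, n = 7) in SHRSP at week 14. The development of Ephx2 was a log2 fold change of -1.64 in SHRSP (standard error 0.11, adjusted p = 4.04e-12 from limma) and -1.05 in F344 (standard error 0.09, adjusted p = 4.83e-10). That of Kcne1 was -1.66 in SHRSP (standard error 0.09, adjusted p = 1.53e-14) and -0.02 in F344 (adjusted p = 0.842). Kcne1 in both E20 groups and F344 at week 14, and Ephx2 in SHRSP at E20, lie near the lower end of the scale, so these percentages include background signal.

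**Figure D2:**
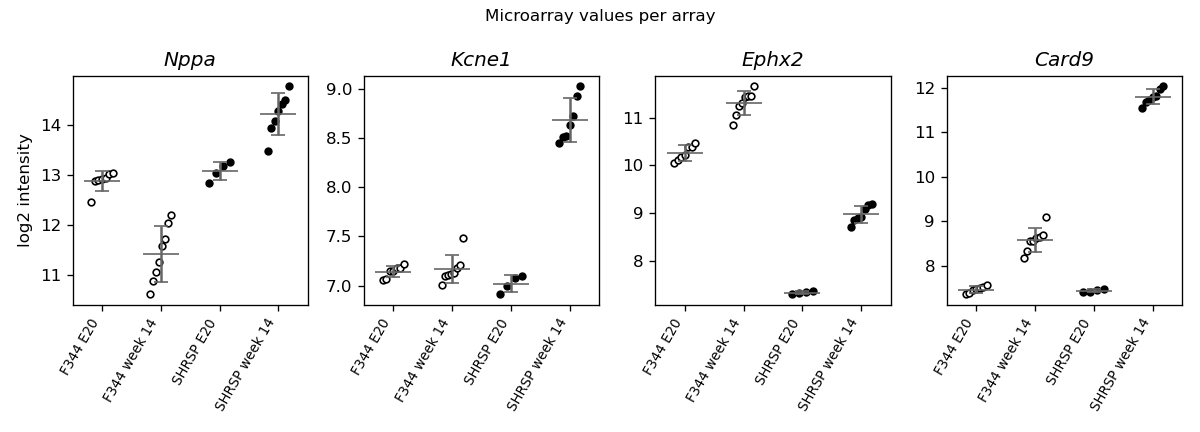
Log2 intensity (y axis) of Nppa, Kcne1, Ephx2 and Card9 on each array of the 4 groups (x axis), with the mean and SD of each group as lines; arrays are placed from lowest to highest within a group, F344 as open and SHRSP as filled points. The lowest Kcne1 array of SHRSP at week 14 stands at 8.45 and the highest of F344 at week 14 at 7.48, and the y axes do not start at 0.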

Fig. 4 shows mRNA expression levels and regulation between E20 and week 14 by microarray and qPCR analysis.

**Fig 4:**
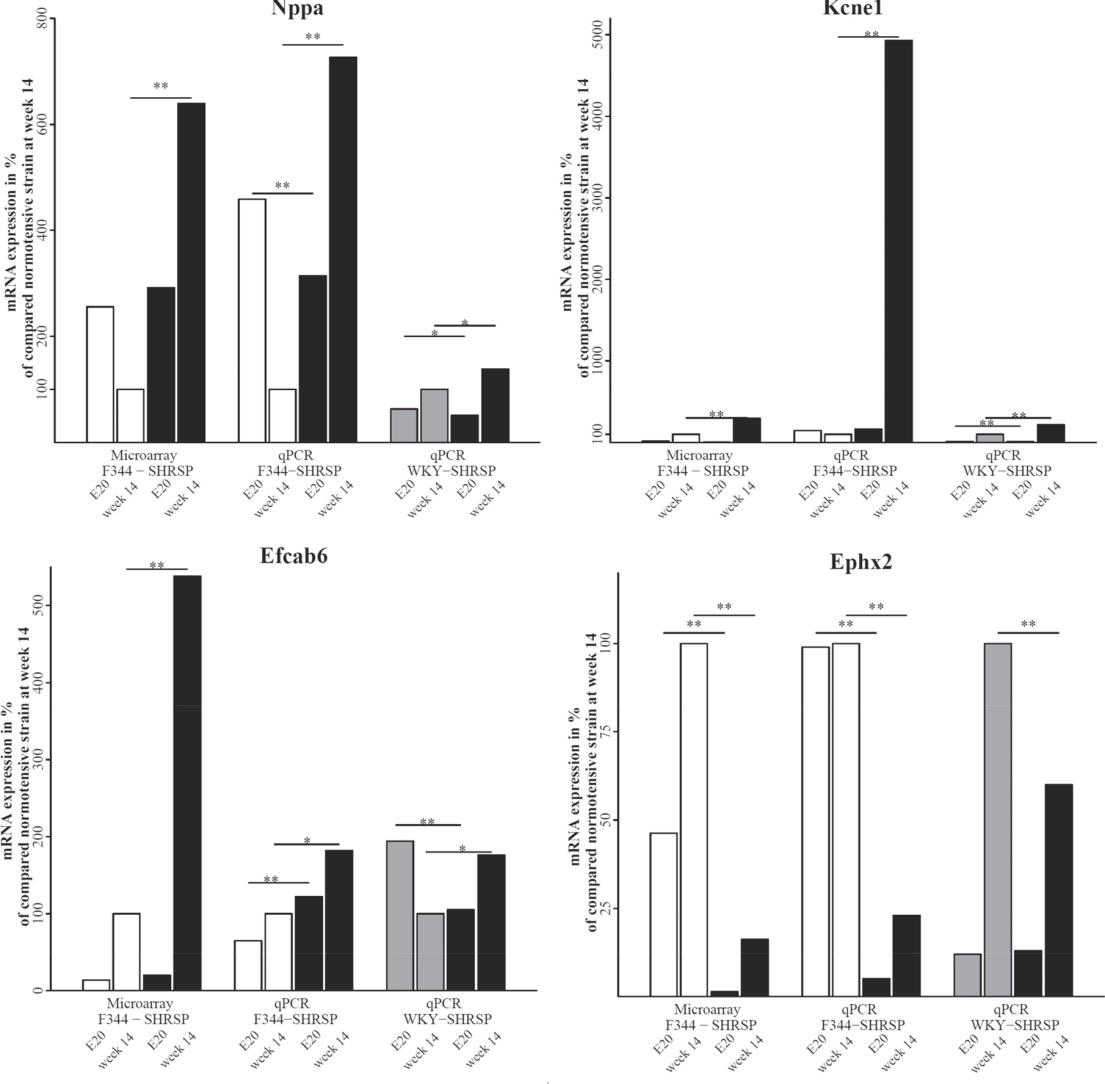
Comparison of gene expression by microarray analysis and qPCR analysis. Comparison of mRNA expression levels of atrial natriuretic peptide (Nppa), potassium voltagegated channel, Isk-related family, member 1 (Kcne1), EF-hand calcium binding domain 6 (Efcab6) and epoxide hydrolase 2 (Ephx2) at day 20 of fetal development (E20) and week 14 of postnatal life between normotensive strains F344 (white bars) or WKY (grey bars) in comparison to SHRSP (black bars). Data for expression analysis by microarray are shown in the left group, for qPCR analysis in the middle and right groups, respectively. Values are given in % of corresponding control strain F344 or WKY at week 14. *, p < 0.05; **, p < 0.01.

## Discussion

In this study we used a multi-stage approach to identify genes potentially involved in the development of LVH phenotype by comparing gene expression patterns of two contrasting strains (SHRSP versus F344) and two development stages (fetal E20 versus adult week 14). Our microarray analysis revealed 5 genes as potential candidates for LVH.

As the first step to assess gene expression, we used Illumina BeadArray technology with more than 22k transcripts. 15232 probes were detected as expressed (p < 0.05) and screened for differential expression. Subsequently, we validated our results with qPCR.

We tested Nppa encoding atrial natriuretic peptide as classical marker for LVH as positive control. As expected SHRSP rats at week 14 showed the highest Nppa expression values compared to F344 in microarray analysis (logFC = 2.78, p < 0.001) and in qPCR analysis compared with F344 (+630% compared to F344 at week 14, p < 0.01) and with WKY (+38% of WKY, p < 0.05).

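Nppa on the arrays was higher in SHRSP than in F344 at week 14, and no difference was detected at E20. At week 14 its log2 intensity was 14.20 ± 0.42 (SD, n = 7) in SHRSP and 11.42 ± 0.56 (SD, n = 8) in F344, a difference of 2.78 or 6.87-fold (standard error 0.20, adjusted p = 2.04e-11 from limma). At E20 it was 13.07 ± 0.18 (SD, n = 4) in SHRSP and 12.88 ± 0.19 (SD, n = 7) in F344 (difference 0.19, standard error 0.24, adjusted p = 0.915). The interaction was -2.59 (standard error 0.31, adjusted p = 1.81e-06).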

We aimed to identify differences in fetal-adult cardiac expression programs by contrasting two informative rat strains. Our validation experiments do not show similar consistent expression differences between SHRSP and the two normotensive control strains.

Efcab6 and Kcne1 showed the highest gene expression in SHRSP at week 14 and a strong up-regulation during SHRSP development in comparison with both normotensive control strains in qPCR gene expression determination. Efcab6 showed 82% and 76% higher expression in adult SHRSP than in adult F344 and WKY. Efcab6 encodes for EF-hand calcium binding domain 6 and belongs to the large and diverse calcium regulating EF-hand superfamily; the EF-hand calcium binding motif was identified with functional importance in heart diseases in earlier studies [25,26]. Efcab6 is a poorly described transcript and was identified earlier in human as DJBP an oncogene binding partner [27]. A functional role of Efcab6 was not described to our knowledge.

Kcne1 showed in SHRSP and WKY an increase of gene expression during development but a decrease in F344 by comparing qPCR results. Maximum expression values in SHRSP at week 14 were at least about two fold higher than in the two normotensive strains. The influence of Kcne1 in heart failure was previously reported [28]. The strong regulation of Kcne1 resulting in high expression in week 14 may point out to an important adaption process during LVH development in SHRSP.

The further detected candidate gene Ephx2 was previously reported as a promising candidate for cardiac hypertrophy in rodents and patients [29,30]. Elevated Ephx2 expression values were associated with heart failure in rats [30]. However, in cardiac tissue of heart failure patients Ephx2 expression was found to be down-regulated [30]. Similarly, in our work Ephx2 gene expression was at least about 40% lower in SHRSP than in the control strains F344 or WKY, respectively. Furthermore, earlier studies identified Ephx2 as interesting drug target in heart failure [31,32]. Its influence on epoxyeicosatrienoic acids homeostasis has been suggested to modulate cardiac function but the mechanism is still not completely understood and needs to be clarified in further studies [30,31]. The latter is important, since our study does per se not allow differentiating whether the identified candidates are primarily, i.e. causative, involved in the development of LVH or whether they are related to cardiac adaption processes resulting in larger heart size in SHRSP [33]. Furthermore, differentially expressed genes could be still a general sign for genomic strain differences without relevance for cardiac hypertrophy development.

The basis of our study is the phenotypical difference between F344 and SHRSP in blood pressure and heart weight. In this regard it is important to consider the well-known influence of elevated blood pressure on gene regulation [34]. Thus, differences in cardiac gene expression in adult animals might occur as secondary changes in response to the elevated blood pressure. A follow-up study is therefore needed where the effect of blood pressure on the target genes, e.g. by reducing blood pressure in SHRSP to the same level as F344, could be investigated.

As a limitation of our study gene expression was measured in total LV tissue in adult and in whole heart samples of fetal E20 animals. Thus, we did not differentiate between right and LV tissue in E20 animals, although it should not be dismissed that the hemodynamic exposure of cardiac ventricles in E20 animals is per se quite different from the adult animals.

In light of the fact that both cardiomyocytes and cardiac fibroblasts play an important role in LVH development and cardiac remodelling [35–37] our data do not allow distinguishing expression profiles between the two cell types. Furthermore, although the left ventricle is the primary and main target for hypertensive end organ damage, differences in gene expression profiles between cardiac tissues from the ventricle and atria have been reported earlier in addition to differences between cardiac myocytes and cardiac fibroblast [38–41].

We used only Hprt as house-keeping gene in qPCR analyses. Although Hprt is an established house-keeping gene in cardiac gene expression studies [42,43] and our data demonstrated only a low variability of Hprt expression between the analyzed strains and age groups, the use of additional house-keeping genes could have increased the validity of our analysis [44].

A further limitation is related to the fact that we measured heart weight and gene expression on two time points only, i.e. state E20 and week 14 as development time points of late gestation age and young adulthood, respectively. In this regard it is of interest, that a high cardiac metabolic gene expression including mitochondrial biogenesis genes and glucose transporter Glut-1 in rats at gestation age of E20 with a subsequent decrease has been reported [45]. 

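Myh6, the alpha myosin heavy chain of the adult rat ventricle, was lower at E20 than at week 14 in both strains, by less than the fold change limit. The log2 fold change was -0.56 in SHRSP (standard error 0.09, adjusted p = 6.06e-06 from limma) and -0.55 in F344 (standard error 0.07, adjusted p = 3.39e-07). Myh7, the beta myosin heavy chain that predominates before birth, did not pass in SHRSP (-0.07, adjusted p = 0.692) or F344 (0.19, adjusted p = 0.103). Without F344 week 14 replicate 7 the F344 value was 0.23 (adjusted p = 0.0388), and without F344 week 14 replicate 8 it was 0.23 (adjusted p = 0.0386). The means of both probes lay between 14.41 and 15.15 in all groups, close to the highest value on the arrays, where a difference can be compressed.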

The chosen time distance might also be an explanation for the observation that a significant differential expression of the known markers for cardiac development like Myh6 and Myh7 were missed in our analysis. Furthermore we could detect strain dependent difference in developmental regulation for Acta1 and Mlycd. The expression of these fetal genes may therefore be influenced by factors including cardiac mechanical influences that differ between the two analyzed rat strains [46]. Nevertheless we could verify representative markers for transcriptional changes in cardiac development in both strains [11].

The regulation of Nppa and F344 specific genes are discussed in the S1 Discussion Appendix.

To our knowledge, in this work we report a new approach to identify candidate genes for cardiac hypertrophy by analyzing both gene expression differences between strains with contrasting cardiac phenotype in combination with a comparison of cardiac fetal-adult gene expression patterns in the same strains. We thus identified Efcab6 as new potential candidate gene for the LVH phenotype and confirmed earlier published candidate genes. The functional relevance of the identified candidate genes for LVH needs to be tested in future studies, to exclude the possibility that their observed expression difference is solely related to a genetic inter-strain difference without functional relevance for LVH. Further validation and functional experiments are necessary to confirm these targets and new mechanisms related to cardiac hypertrophy.

## Supporting Information

S1 Fig Gene ontology (GO)-Term annotation. Gene ontology (GO)-Term annotation for differentially expressed genes in SHRSP at week 14 in comparison with F344. Panel A represents GO-Terms for ‘biological process’ in SHRSP specific up-regulated genes, Panel B shows SHRSP specific down-regulated genes. Panels C and D demonstrate annotated genes for class ‘cellular component’ in corresponding order as described above. Panel E and F represent annotated genes of ‘molecular function’ (order as above). Categories with more than two genes in one group are shown. The numbers indicate the number of associated genes per term.
(TIF)

S1 Table Oligonucleotide sequences of used primer for qPCR validation. Gene symbol and NCBI Gene ID of candidate genes is indicated.
(DOCX)

S2 Table Fold changes (logFC) and adjusted p-values of known cardiac development marker in SHRSP and F344 by microarray. Values in the middle and right columns indicate gene expression by comparing SHRSP E20 and SHRSP in week 14 (E20 vs. week 14, middle column) and F344 E20 and F344 in week 14 (E20 vs. week 14, right column). Microarray chip probe ID with annotated gene symbol is indicated. Significantly differentially expressed genes with logFC > 1.5 gene expression in E20 and week 14 are given in bold. Not significant differential expression is indicated with n.s.
(DOCX)

S1 Discussion Appendix A down-regulation of Nppa expression after birth in rat hearts has been previously described [47] and F344 exhibited lower Nppa expression in adult compared to E20 animals by qPCR analysis. In contrast, LV Nppa expression increased in adult animals at week 14 compared to E20 animals in both SHRSP and WKY. This finding could be related to the smaller cardiac growth and/or adaptive cardiac response during aging in the F344 strain compared to both SHRSP and WKY. In addition, expression values of Nppa were significantly higher in E20 animals of F344 as compared to SHRSP (+ 20%, p < 0.01) which could point to a possible cardiac developmental mismatch between the two strains resulting in different cardiac expression patterns. Genes that showed a specific expression pattern with up-regulation only in F344, e.g. Adhfe1, were not further examined in the presented work, because we prioritized our analysis on up-regulated genes in SHRSP. Thus, potential candidate genes with LVH preventing function were not validated and could be studied in the further.

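Adhfe1, a mitochondrial enzyme of hydroxy acid metabolism, was raised in F344 at week 14. Its log2 intensity there was 9.36 ± 0.24 (SD, n = 8), against 7.27 ± 0.06 (SD, n = 7) in SHRSP at week 14, 7.15 ± 0.06 (SD, n = 7) in F344 at E20 and 6.99 ± 0.08 (SD, n = 4) in SHRSP at E20. The development of F344 was a log2 fold change of -2.21 (standard error 0.07, adjusted p = 5.08e-19 from limma). That of SHRSP was -0.28 (standard error 0.09, adjusted p = 0.0145), with an adjusted p of 0.0572 without SHRSP E20 replicate 4 and 0.0854 with the close SHRSP E20 arrays averaged, a setting chosen after seeing the data. The strains differed in development (interaction 1.93, standard error 0.11, adjusted p = 2.52e-11) and at week 14 (-2.08, adjusted p = 1.42e-17).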

(DOC)

# Supplementary material for: Fetal-Adult Cardiac Transcriptome Analysis in Rats with Contrasting Left Ventricular Mass Reveals New Candidates for Cardiac Hypertrophy
**Source:** PLoS One. 2015 Feb 3;10(2):e0116807. doi: 10.1371/journal.pone.0116807
**Supplement:** S1 Table — Gene symbol and NCBI Gene ID of candidate genes is indicated.

**Table S1**

| **Gene Symbol** | **NCBI Gene ID** | **Sense primer** | **Antisense primer** |
| --- | --- | --- | --- |
| Card9 | 64171 | CCTATCTGCGCCAGTGCAA | AGACTCTCAAGAAAGGCCACGT |
| Ephx2 | 65030 | GCAGCTGCTGCTCTCAAAAA | CCTGACAGGACTCTATGAGGAAGTC |
| Defb1 | 83687 | AGCTGGGTGCTGGCATTC | AGTTGGGCTTATCTGGTTTACATGT |
| Efcab6 | 315179 | ATGAATGACTGCCAATATGCAATG | TTTAGAGGTTGGGCGTGACTG |
| Kcne1 | 25471 | CTCGCTGTGGCAGGAAACA | GCCCAGGGTGAAGAAGCC |
| Nppa | 24602 | CTGATGGATTTCAAGAACCTGCTA | CACCTCCATCTCTCTGAGACGG |
| Hprt | 24465 | CTCATGGACTGATTATGGACAGGACT | TCCAGCAGGTCAGCAAAGAAC |

# Supplementary material for: Fetal-Adult Cardiac Transcriptome Analysis in Rats with Contrasting Left Ventricular Mass Reveals New Candidates for Cardiac Hypertrophy
**Source:** PLoS One. 2015 Feb 3;10(2):e0116807. doi: 10.1371/journal.pone.0116807
**Supplement:** S2 Table — Values in the middle and right columns indicate gene expression by comparing SHRSP E20 and SHRSP in week 14 (E20 vs. week 14, middle column) and F344 E20 and F344 in week 14 (E20 vs. week 14, right column). Microarray chip probe ID with annotated gene symbol is indicated. Significantly differentially expressed genes with logFC > 1.5 gene expression in E20 and week 14 are given in bold. Not significant differential expression is indicated with n.s.

**Table S2**

| **Gene symbol** | **SHRSP E20 vs. week 14** | | **F344 E20 vs. week 14** | |
| --- | --- | --- | --- | --- |
|  | **logFC** | **adj. p-value** | **logFC** | **adj. p-value** |
| Myh6 | -0.56 | < 0.05 | -0.55 | < 0.05 |
| Myh7 | -0.07 | n.s. | 0.18 | n.s. |
| Actc1 | -0.39 | < 0.05 | -0.12 | n.s. |
| **Acta1** | 0.33 | n.s. | **2.66** | **< 0.05** |
| **Slc2a4** | **-2.02** | **< 0.05** | **-2.31** | **< 0.05** |
| Cpt1b | -1.36 | < 0.05 | -1.49 | < 0.05 |
| Ckm | -0.07 | n.s. | -0.3 | < 0.05 |
| Ppara | -0.1 | n.s. | -0.008 | n.s. |
| **Pdk2** | **-1.84** | **< 0.05** | **-1.73** | **< 0.05** |
| **Pdk4** | **-3.24** | **< 0.05** | **-3.23** | **< 0.05** |
| **Mlycd** | **-1.76** | **< 0.05** | -1.48 | < 0.05 |

# Supplementary material for: Fetal-Adult Cardiac Transcriptome Analysis in Rats with Contrasting Left Ventricular Mass Reveals New Candidates for Cardiac Hypertrophy
**Source:** PLoS One. 2015 Feb 3;10(2):e0116807. doi: 10.1371/journal.pone.0116807
**Supplement:** S1 Discussion Appendix — In contrast, LV Nppa expression increased in adult animals at week 14 compared to E20 animals in both SHRSP and WKY. This finding could be related to the smaller cardiac growth and/or adaptive cardiac response during aging in the F344 strain compared to both SHRSP and WKY. In addition, expression values of Nppa were significantly higher in E20 animals of F344 as compared to SHRSP (+ 20%, p < 0.01) which could point to a possible cardiac developmental mismatch between the two strains resulting in different cardiac expression patterns. Genes that showed a specific expression pattern with up-regulation only in F344, e.g. Adhfe1, were not further examined in the presented work, because we prioritized our analysis on up-regulated genes in SHRSP. Thus, potential candidate genes with LVH preventing function were not validated and could be studied in the further.

**Discussion appendix S1**

A down-regulation of Nppa expression after birth in rat hearts has been previously described [1] and F344 exhibited lower Nppa expression in adult compared to E20 animals by qPCR analysis. In contrast, LV Nppa expression increased in adult animals at week 14 compared to E20 animals in both SHRSP and WKY. This finding could be related to the smaller cardiac growth and/or adaptive cardiac response during aging in the F344 strain compared to both SHRSP and WKY. In addition, expression values of Nppa were significantly higher in E20 animals of F344 as compared to SHRSP (+ 20%, p < 0.01) which could point to a possible cardiac developmental mismatch between the two strains resulting in different cardiac expression patterns.

Genes that showed a specific expression pattern with up-regulation only in F344, e.g. Adhfe1, were not further examined in the presented work, because we prioritized our analysis on up-regulated genes in SHRSP. Thus, potential candidate genes with LVH preventing function were not validated and could be studied in the further.

Reference List

1. Houweling AC, van Borren MM, Moorman AF, Christoffels VM (2005) Expression and regulation of the atrial natriuretic factor encoding gene Nppa during development and disease. Cardiovasc Res 67: 583-593. S0008-6363(05)00289-0 [pii];10.1016/j.cardiores.2005.06.013 [doi].

How the deposited data were processed for this re-analysis (not part of the article)

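Heart RNA of SHRSP and F344 rats at E20 and week 14 was measured on Illumina RatRef-12 BeadChips, 1 array per sample. The authors exported probe profiles from GenomeStudio, checked the arrays in the R package lumi, left out arrays with a low correlation within their group, and deposited log2 values that were quantile-normalized over the arrays together. No background correction is named in the sources used here. These log2 values of 22523 probes on 26 arrays were used as deposited, with the group and replicate of each array taken from its sample label. The planned design assumed raw intensities with a filter on detection. The columns of the table of raw intensities could not be matched to samples by name, so its 52 columns were not used, and the authors' normalized values were tested for all probes without a detection filter.

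Of the probes, 13793 have 1 gene name in the annotation table of the array, 0 have several and 8730 are unnamed here. Names were updated through the gene ID for 13752 probes, and 41 gene IDs had no match and kept the name of the table. Of 40 genes of Table 1, 34 have a named probe. A gene with several probes is given by the probe with the highest mean.

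The values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups, and p-values were adjusted over all probes with the method of Benjamini & Hochberg. The comparisons were the strains at week 14, the strains at E20, E20 with week 14 in each strain, and the interaction of strain and stage. A probe was called past a log2 fold change of 1.5 at an adjusted p under 0.05. Gene lists, 33 in all, were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, and not all lists are described. The genes named are those the paper names, the 10 highest and 10 lowest called probes of each comparison whose groups do not overlap, and up to 4 members of each list past the adjusted p with the largest fold changes. Genes of the paper's tables were known before. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.

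The fit was tested on simulated data for each of the 5 comparisons. In each, all 50 probes changed by 2, 50 by 3 and 50 by 4 on the log2 scale were recovered. False calls were 0 among the unchanged probes of the 22523 simulated. All these changes lie past the limit of 1.5, which unchanged probes rarely reach, so the test could hardly have failed. It does not show how the fit handles changes near the limit. Alternatives were fits with only the groups compared, a replicate block, limma-trend, array weights, the methods' t-test, other normalizations and filters, and fits without each array in turn. Samples of the qPCR and of other strains were not analysed here. The number of arrays limits the precision, and probes near the lower end of the scale understate differences.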

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

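The tests on the response of the adult heart, on atrial tissue and on a variant under the Myl7 probe were chosen after the results were seen. Splits of the arrays into groups of the same sizes were made, 100 for each comparison with the real one included. Only 1 split each, the real one, gave as many calls, so counts this large are unlikely by chance. A share below 1 in 100 cannot be reached with these splits, and they say nothing about single probes. The real count and the highest of the other splits were 45 and 18 for the strains at week 14, 28 and 4 for the strains at E20, 472 and 134 for development in SHRSP, 444 and 203 for development in F344 and 15 and 7 for the interaction.

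Strain differences that were already there at E20 form the first pattern, and the paper compares the strains at E20 for single genes and does not report such a comparison over all probes, in which 28 probes were called. Of the 45 probes called at week 14, 20 were among them in the same direction, and 29 passed the adjusted p at E20 in that direction. A response of the adult heart to high blood pressure or hypertrophy is argued against as the cause of what differed at E20 in these 29 probes, which was measured on other arrays and before adult life, as for Sorbs2 (4.47, standard error 0.13), Hmgn1 (2.50, standard error 0.07) and, short of the fold change limit, Lgmn (-1.25, standard error 0.08). It stays open for a change of the difference after E20, where the interaction passed for 11 of the 29, and for the rest of the 45. With the close SHRSP E20 arrays averaged, chosen after seeing the data, limma no longer passed the interaction of Washc3, Dynlt3, Slc3a1 and Ephx2 (adjusted p = 0.166, 0.193, 0.101 and 0.138). Under that setting Atp6v1g2, among the 29, did not pass at E20 (adjusted p = 0.212). A sequence variant of a strain under the probe stays open, since 0 of the called genes have a second probe, and a genetic difference in expression between the strains and a response of the fetal heart were not tested.

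Myl7 was lower in SHRSP than in F344 at week 14 (-3.76), and a variant under the probe would lower it at both stages, which the difference at E20 of 0.019 argues against. The E20 means, 14.06 in SHRSP and 14.04 in F344, lie near the highest values on the arrays, where a difference can be compressed, which limits this argument. By the methods the atria were trimmed away and week 14 RNA came from the free wall of the left ventricle. Atrial tissue left in the F344 samples may nevertheless account for the difference and stays open, although the 5 other atrial markers above background had a median difference of 0.253, which is not lower in SHRSP. These markers exclude little, since only 1 of the 5 is neither near the lower end of the scale nor high in the ventricle, and Nppa itself rises in hypertrophy. The differences were -0.20 for Gja5, 0.18 for Pam, 0.25 for Dhrs7c and 0.77 for Fgf12, and a difference of the strains in Myl7 itself was not tested.

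The F344 arrays of week 14 spread widely for some genes, among them Trh from 7.21 to 11.16, Reg3b from 7.71 to 11.52 and Timp1 from 9.35 to 12.80. The leading component of the other groups explained a median R2 of 0.00812 of the 25 most variable probes (upper quartile 0.0159). This argues against that component as the source, and not against other technical factors. With the leading component within all groups as a covariate, chosen after seeing the data, the interaction of Hamp and Trh passed (adjusted p = 0.0269 and 0.0154 from limma). That covariate was taken from the residuals of these same arrays, with its largest weights on F344 week 14 replicates 3 (0.534) and 1 (-0.409). Its use therefore does not show a factor shared by all groups. Technical factors other than the component of the other groups stay open. Granulocytes, mast cells or macrophages in some hearts may contribute and stay open. Macrophage markers explained a median R2 of 0.221 (upper quartile 0.382) and those of granulocytes and mast cells 0.109, but the bound set for excluding them was wrong, since markers near the lower end of the scale or with a high baseline exclude nothing. The condition of the single animals was not tested.

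Single arrays stood apart from the rest of their group, by the gap to the nearest array divided by the range, in 15 of 184 groups, where chance gives about 1 in 20, or 9.2. F344 week 14 replicate 3 was the array in 5 of them, for Sorbs2 at 8.17 against a mean of 7.33 (ratio 0.866), Washc3 (Ccdc53 in Table 1) at 7.76 against a mean of 7.22 (ratio 0.714), Kcne1 at 7.48 against a mean of 7.12 (ratio 0.578), Nkg7 at 8.79 against a mean of 9.64 (ratio 0.656) and Spp1 at 7.99 against a mean of 7.41 (ratio 0.551). In SHRSP at week 14 replicate 1 stood apart for Washc3 at 10.55 against a mean of 10.23 (ratio 0.751) and Atp5mk (Usmg5 in Table 1) at 7.70 against a mean of 8.52 (ratio 0.759), and replicate 5 for Slc2a1 at 7.29 against a mean of 7.12 (ratio 0.768). At E20 the arrays were SHRSP replicate 3 for Bnip3 at 10.06 against a mean of 10.44 (ratio 0.835), SHRSP replicate 4 for Nppb at 14.18 against a mean of 13.74 (ratio 0.901), SHRSP replicate 1 for Mlycd at 9.98 against a mean of 9.83 (ratio 0.875), F344 replicate 7 for Nppa at 12.46 against a mean of 12.94 (ratio 0.747) and F344 replicate 4 for Rnf115 at 10.38 against a mean of 10.16 (ratio 0.585). F344 week 14 replicate 5 stood apart for Myh6 at 14.67 against a mean of 15.00 (ratio 0.701) and replicate 7 for Cpt1b at 11.50 against a mean of 10.94 (ratio 0.53).

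The interaction passed the adjusted p for 667 probes, and 15 of them also passed the fold change limit. Among these 15, the E20 minus week 14 difference was higher in SHRSP for Myl7 (3.78), Ccl5 (2.11), Adhfe1 (1.93), ILMN_1376550 (1.91), Cds1 (1.69), Nkg7 (1.66) and Ahsp (1.55), which binds alpha globin. It was lower for Card9 (-3.24), Nppa (-2.59), Acta1 (-2.33), ILMN_1650334 (-1.93), the globin Hbb-b1 (-1.78), Kcne1 (-1.64), ILMN_1366881 (-1.58) and Defb1 (-1.54). Of the unnamed probes that Table 1 does not list by these IDs, ILMN_1353448 was higher in SHRSP at week 14 by 1.69 and ILMN_1374013 by 1.74.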

How the results depend on the processing

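The filter to the 15232 brightest probes, cyclic loess on the authors' values, the leading component as a covariate and the averaging of the close SHRSP E20 arrays were chosen after seeing the data. Counts of called probes stayed within 1.5 times of the reported count. Over the alternatives they ran from 43 to 47 for the strains at week 14, 469 to 476 for development in SHRSP, 441 to 457 for development in F344, 27 to 28 for the strains at E20, 14 to 16 for the interaction and 7 to 8 for probes changed at week 14 and in the development of SHRSP alone. Without each array in turn they ran from 42 to 48, 468 to 490, 437 to 461, 26 to 28, 13 to 16 and 6 to 8 in the same order. The methods' t-test after Benjamini-Hochberg called 43 at week 14, 472 in SHRSP, 444 in F344 and 28 at E20, and at an unadjusted p 45, 472, 444 and 28. With an estimated correlation the gene lists past the threshold went from 10 to 1 at week 14, 16 to 9 in SHRSP, 2 to 1 at E20 and 7 to 1 for the interaction, and the cause was not tested. Clustering on the 45 probes followed the strain for 26 arrays with average linkage or 1 minus Pearson's r. Over all probes it followed the stage for 26 arrays, and the 15 counted with their strain then follow from the group sizes. The lowest correlation within a group was 0.977 over the brightest probes.

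No direction was reversed among 592 results of named genes. The numbers that left and that newly passed the threshold were 4 and 8 with array weights, 5 and 2 with cyclic loess, 5 and 2 with limma-trend, 0 and 4 with the component, 43 and 0 with averaged arrays, 52 and 10 without some array and, of 515, 23 and 6 with only the groups compared. Replicate numbers did not pair the arrays. Of 33 pairs of equal number, 13 had deviations correlated above 0.1 (median 0.0445, from -0.359 to 0.581), and 4 of 26 arrays correlated best with their own number. The replicate block gave 44, 469, 441, 27 and 15 calls and 7 probes of SHRSP alone, with 28 and 1 results of named genes that left and newly passed. With the block the development of Myh7 in F344 passed (0.23, adjusted p = 0.0371) and the list of T and NK lymphocytes in SHRSP did not (adjusted p = 0.0636). Not run were filters on detection, the count of detected probes, normexp, median centring, cyclic loess on raw intensities, log2 values before normalization and the chip as a block, which need the table of raw intensities. Signal over background limits Kcne1, Defb1, Ppara, Pdk4 and Card9 at E20, and Ephx2 in SHRSP at E20, whose values lie near the lower end of the scale.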

Differences from the paper's values

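The count over probes with a row in Table 1, cyclic loess, the leading component as a covariate, the filter to the brightest probes and the averaging of close arrays were chosen after the results were seen. Of 124 fold changes compared with the paper's, 102 of Table 1 and 22 of Table S2, 0 differed, and the largest difference was 0.00784. Array intensities in percent of F344 at week 14 were set against Fig. 4. For Kcne1 in F344 at E20 the paper's value is about 20% in Fig. 4, read by eye, and the value here is 97.9%. For Ephx2 in SHRSP at E20 the paper's value is about 1.5% in Fig. 4, read by eye, and the value here is 6.28%. The alternative set before the data were examined that applies to these levels, leaving out each array in turn, also differs (97.0 to 98.9% for Kcne1 and 6.24 to 6.32% for Ephx2). The log2 fold changes of Table 1 for these genes match. For the development of Kcne1 in F344 the paper's value is -0.02 and the value here -0.02, and for Ephx2 the paper's values are -2.33 at week 14 and -1.64 in the development of SHRSP and the values here -2.33 and -1.64.

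Of the probes called at week 14, 10 were also called in the development of SHRSP here and 7 of them not in F344, where the paper's numbers, over its annotated genes, are 8 and 5. Counted over probes with the fold changes of a row in Table 1, a restriction chosen after seeing the values that drops none of the paper's genes, the numbers here are 8 and 5. The 2 other probes, ILMN_1353448 and ILMN_1374013, are unnamed. The paper describes the regulation of Mlycd as specific to SHRSP, while the development in F344 passed the adjusted p here (-1.48, adjusted p = 1.13e-10), short of the fold change limit, as Table S2 also lists, and the interaction did not pass (adjusted p = 0.664). Table 1 marks the development of Nppb in F344 as significant, and it did not pass here (adjusted p = 0.231), nor under any alternative run. The S1 Discussion Appendix states, on the qPCR of Nppa, a higher level in F344 than in SHRSP at E20, while on the arrays no difference between the strains was detected at E20 (0.19, adjusted p = 0.915). Table 1 lists smaller p-values at week 14 than those found here for Hamp (0.00626) and Trh (0.0153), and for the development of Trh in F344 (0.00116) and of Sorbs2 (0.00133) and Yipf7 (0.00131) in SHRSP.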

Other observations

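No test in this part other than the averaging of close arrays was chosen after the results were seen. Markers of T and NK lymphocytes were lower in SHRSP than in F344 hearts at week 14. Of 20 measured, 13 were lower, none was higher and 7 did not pass the adjusted p from limma (14 lower when adjusted over the list alone). Only 2 of them, Ccl5 and Nkg7, stand in Table 1, and 11 of the other 18 were lower. Gzma, a protease of cytotoxic lymphocytes, was lower with a log2 fold change of -1.33 (standard error 0.08, adjusted p = 3.14e-13) and Cd8a, a co-receptor of cytotoxic T cells, with -0.91 (adjusted p = 1.26e-10). The list was lower with an adjusted p of 1.8e-18 from camera of limma, and adjusted p = 0.00366 with an estimated correlation. At E20 the adjusted p was 0.97, and the list differed in the interaction (adjusted p = 1.83e-21, and adjusted p = 0.0015 with an estimated correlation). Of 8 genes of MHC class II, 5 were lower in SHRSP at week 14, none was higher and 3 did not pass (5 lower when adjusted over the list alone), with RT1-Db1 at -1.38. That list had an adjusted p of 9.57e-06, and adjusted p = 0.079 with an estimated correlation. Of 17 macrophage markers, 7 were lower in SHRSP at week 14, 1 was higher and 9 did not pass (8 and 1 when adjusted over the list alone), with Mrc1, the mannose receptor, at -0.99. The macrophage list had an adjusted p of 0.00216, and adjusted p = 0.219 with an estimated correlation.

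Other lists were higher in SHRSP at week 14, none of which passed with an estimated correlation. Of 29 genes of fatty acid oxidation, 9 were higher, 1 was lower and 19 did not pass (11 and 1 when adjusted over the list alone), with Acads, a dehydrogenase of short acyl-CoA, at 0.47. None was lower without any 1 of F344 week 14 replicates 2, 4, 5, 6 and 8 and SHRSP week 14 replicates 1, 2, 5 and 6. Of 27 matrix genes, 4 were higher, 1 was lower and 22 did not pass (the same numbers when adjusted over the list alone), with the collagen Col8a1 at 0.76. These matrix counts rest on single arrays, since 2 were higher without any 1 of F344 week 14 replicates 2, 6, 7 and 8 and SHRSP week 14 replicates 3 and 5, and none was lower without any 1 of F344 week 14 replicates 1, 3, 4, 5 and 8 and SHRSP week 14 replicates 4, 5, 6 and 7. Of 17 markers of granulocytes and mast cells, 3 were higher and 14 did not pass (3 when adjusted over the list alone), all of them proteases of mast cells such as Cma1 at 0.51, and of 12 markers of smooth muscle and pericytes, 3 were higher and 9 did not pass (5 when adjusted over the list alone), with the potassium channel Kcnj8 at 0.66. The adjusted p was 0.00208 for fatty acid oxidation (adjusted p = 0.41 with an estimated correlation), 0.00849 for the matrix (adjusted p = 0.172 with an estimated correlation), 0.0457 for granulocytes and mast cells (adjusted p = 0.151 with an estimated correlation, and adjusted p = 0.062 to 0.0704 without any 1 of F344 week 14 replicates 3, 6 and 7 and SHRSP week 14 replicate 4) and 0.0291 for smooth muscle and pericytes (adjusted p = 0.146 with an estimated correlation).

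In development, genes of the interferon response were lower at E20 in both strains. Of 21 measured, 15 were lower and 6 did not pass in SHRSP, and 18 were lower and 3 did not pass in F344 (16 and 18 when adjusted over the list alone), with Irf1, an interferon regulatory factor, at -2.16 and -1.92. The list had an adjusted p of 2.56e-06 in SHRSP and 3.18e-06 in F344, and adjusted p = 0.0798 and adjusted p = 0.0797 with an estimated correlation.

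At E20 markers of red blood cells moved apart between the strains. Of 17, 4 were higher in SHRSP, 1 was lower and 12 did not pass (6 and 1 when adjusted over the list alone). Ahsp had 1.51 (adjusted p = 3.07e-06) and Hbb-b1 -2.66 (adjusted p = 4.1e-08), and the list had an adjusted p of 0.000635, and adjusted p = 0.369 with an estimated correlation. Of 17 markers of granulocytes and mast cells, 3 were higher in SHRSP at E20, none was lower and 14 did not pass (3 higher when adjusted over the list alone). Np4, a defensin of neutrophils, had 0.53 (adjusted p = 6.46e-07). With the close SHRSP E20 arrays averaged, Cma1 and Mcpt10 no longer passed at E20 (adjusted p = 0.06 and 0.348 from limma). Mcpt10 did not pass with the replicate block either (adjusted p = 0.071). The list had an adjusted p of 0.000492, and adjusted p = 0.0158 with an estimated correlation.

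Spp1 was already higher in SHRSP at E20, with a log2 fold change of 2.81 (adjusted p = 1.76e-06 from limma), and so was Lcn2, a secreted protein of the acute phase, with 2.29 (adjusted p = 0.00161). For Nppb no difference between the strains was detected at E20 (adjusted p = 0.529), and the interaction had an adjusted p of 0.0263. This was 0.0636 without SHRSP E20 replicate 1, 0.0665 without replicate 2, 0.0702 without replicate 3 and 0.144 with the close SHRSP E20 arrays averaged, a setting added after the data were seen.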
